# Altered microRNA expression and pre-mRNA splicing events reveal new mechanisms associated with early stage *Mycobacterium avium* subspecies *paratuberculosis* infection

**DOI:** 10.1038/srep24964

**Published:** 2016-04-22

**Authors:** Guanxiang Liang, Nilusha Malmuthuge, Yongjuan Guan, Yuwei Ren, Philip J. Griebel, Le Luo Guan

## Abstract

The molecular regulatory mechanisms of host responses to *Mycobacterium avium* subsp. *paratuberculosis* (MAP) infection during the early subclinical stage are still not clear. In this study, surgically isolated ileal segments in newborn calves (n = 5) were used to establish *in vivo* MAP infection adjacent to an uninfected control intestinal compartment. RNA-Seq was used to profile the whole transcriptome (mRNAs) and the microRNAome (miRNAs) of ileal tissues collected at one-month post-infection. The most related function of the differentially expressed mRNAs between infected and uninfected tissues was “proliferation of endothelial cells”, indicating that MAP infection may lead to the over-proliferation of endothelial cells. In addition, 46.2% of detected mRNAs displayed alternative splicing events. The pre-mRNA of two genes related to macrophage maturation (monocyte to macrophage differentiation-associated) and lysosome function (adenosine deaminase) showed differential alternative splicing events, suggesting that specific changes in the pre-mRNA splicing sites may be a mechanism by which MAP escapes host immune responses. Moreover, 9 miRNAs were differentially expressed after MAP infection. The integrated analysis of microRNAome and transcriptome revealed that these miRNAs might regulate host responses to MAP infection, such as “proliferation of endothelial cells” (bta-miR-196 b), “bacteria recognition” (bta-miR-146 b), and “regulation of the inflammatory response” (bta-miR-146 b).

Johne’ s disease (JD) is chronic granulomatous enteritis of ruminants caused by *Mycobacterium avium* subspecies *paratuberculosis* (MAP)^1^. Clinical symptoms of JD in cattle include persistent diarrhea, progressive weight loss, decreased production and death^2^. Although only 10–15% of MAP-infected cattle may develop clinical disease^3^,^4^, the carriers shed MAP into feces and milk^5^, which are the main sources of infection for other animals and possibly a zoonotic threat to humans^6^. To date, vaccines for JD are capable of controlling MAP shedding and clinical disease, but are not effective in preventing MAP infection^7^. In addition, animals infected by MAP usually undergo a long asymptomatic period and the diagnosis of MAP infection during the early subclinical stage remains challenging^8^,^9^.

MAP infects the gastrointestinal tract primarily through the ileum or distal small intestine during the first few months after a calf is born^10^,^11^. Bacteria enter via M-cells overlying lymphoid follicles in the ileal Peyer’s patches (PPs), and establish a persistent infection in submucosal macrophages^1^. Many studies have focused on the mechanisms of MAP infection by characterizing host innate and adaptive immune responses *in vitro* (macrogphage cell line) and *in vivo* (ileal tissue) during the subclinical period, revealing a pronounced effect on immune cells, the systemic immune system, and the mucosal immune system^12^,^13^. Recently, gene expression changes in MAP-infected macrophages and whole blood of MAP-infected calves have been reported^14^,^15^. However, little is known about transcriptome alterations and the molecular mechanisms regulating the host response to MAP at the site of infection during the subclinical stage of disease.

A previous study reported the existence of MAP in ileal tissues and MAP-specific immune responses (such as interferon gamma responses) in calves one month after MAP infection, suggesting that a persistent infection was established within one month post-infection^16^. Moreover, the post-transcriptional regulation by microRNAs (miRNAs) and alternative splicing can play a role in host responses to pathogenic bacteria^17^,^18^. Thus, we hypothesized that the regulatory mechanisms of miRNAs and alternative splicing of pre-mRNAs may be associated with host responses during persistent MAP infection. This study used an *in vivo* model to localize MAP infection to the terminal small intestine and studied gene expression and post-transcriptional regulation (miRNA expression and pre-mRNA splicing) at the site of infection one-month post-infection. These transcriptional and post-transcriptional changes provide new insights into the mechanisms by which MAP effectively evades host immune responses and establishes a persistent infection.

## Results

### RNA-Seq profiling of MAP-infected and control compartments of ileum tissues

The surgically isolated ileum in calves (10–14 days old) was subdivided into two compartments; MAP-infected (infected) and non-infected (control). 

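Longitudinal strips of ileum from 5 male Holstein calves were profiled, 1 infected and 1 control compartment per calf. Both compartments belonged to the same surgically isolated segment near the end of the small intestine, inoculated at 10 to 14 days of age. The infected compartment was the distal one in each calf and received MAP strain K10, and the control compartment was the proximal one and received phosphate-buffered saline (PBS). The position along the ileum and the infection therefore cannot be told apart. The authors sequenced polyadenylated RNA as paired-end reads, aligned them to the bovine genome UMD3.1 with TopHat at default parameters, counted fragments per gene with HTSeq and scaled by the library total to give FPM (mapped fragments scaled to a common library total). Of the listed Ensembl gene IDs, 4626 were at 0 in all 10 libraries. Each FPM value was a whole multiple of the smallest value of its library (100% of the values above 0, within 0.01 of a whole number), so the fragments assigned to genes were recovered. They numbered 8923732 to 11148294 per control library (median 10838616, n = 5) and 9898318 to 14206105 per infected library (median 10524330, n = 5). Compartments were compared with limma on log2(FPM + 1), after scaling the libraries by trimmed mean of M values (TMM), for the genes above 1 FPM in at least 4 of the 8 libraries of animals 1 to 4. Fold changes were thus on the log2(FPM + 1) scale, which understates the change of low genes. The main model held the compartment only, since the paper does not state a pairing for its edgeR test of mRNAs, and a model with the calf as a block was fitted beside it. Gene symbols could not be paired with the Ensembl IDs from the tables used here, so no mRNA is named by symbol.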

Intestinal tissues from each ileal compartment, including the PPs, were collected from all animals (n = 5) at one month post-infection (age = 40–44 days) and prepared for transcriptome profiling using RNA-Seq. A total of 300,676,396 paired-end sequence reads were obtained from the 10 samples. 

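Supplementary Table S1 of the paper lists 14840180 to 22545529 reads per library, 173813506 over the 10 libraries. The fragments recovered from the FPM values summed to 108405552. They made up 61.9% ± 1.55 (SD, n = 5) of the reads listed in that table for the control compartments and 62.7% ± 0.649 (SD, n = 5) for the infected compartments. All values beside the mRNA results rest on the recovered fragments, that is, on reads assigned to an annotated gene.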

On average, ~89% of these reads were mapped to the bovine reference genome (UMD3.1, Supplementary Table S1). The quality of RNA-Seq data was evaluated via the genomic regions of reads, the RNA-Seq 3′/5′ bias and the sequencing depth. Approximately 78% of the reads were derived from exonic and intronic regions, gene upstream and downstream regions, whereas 22% were derived from intergenic regions (Fig. 1A,B). In addition, the coverage of reads along each transcript revealed no noticeable 3′/5′ bias, confirming the acceptable quality of sequencing data (Fig. 1C). The number of detected genes increased along with increasing sequencing reads and the gene number eventually plateaud, revealing that the most expressed genes were detected by RNA-Seq (Fig. 1D).

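The recovered fragments of each library were thinned at random to fixed depths. At 500000 fragments, 14107.6 ± 92.3 genes (SD, n = 10 libraries) were above 1 FPM. At 4500000 there were 14407 ± 108 and at 8500000 there were 14416.9 ± 106, so the step from 6500000 to 8500000 added 3.1 genes on average, well within the SD between libraries. Genes with at least 1 fragment had not levelled off over the same range. They numbered 16778.2 at 4500000, 17165.8 at 6500000 and 17434.2 ± 99.7 (SD, n = 10) at 8500000, a gain of 268.4 at the last step. The plateau thus held for genes counted above a fixed share of the library, and further rare transcripts were still being added at the depth reached.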

A total of 17,789,335 small RNA reads were obtained from the same 10 samples (Supplementary Table S1) and 58.94% of the total reads were 21 nt and 22 nt in length (Fig. 1E). 

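Small RNA of the same 5 control and 5 infected compartments was sequenced as single reads. The authors removed the 3' adapter, kept reads of miRNA length, removed reads matching other noncoding RNAs in Rfam and counted the rest on bovine miRBase precursors with the quantifier module of miRDeep2. Counts were scaled by the reads mapped to miRNAs to give RPM. Of the listed miRNAs, 254 were at 0 in all 10 libraries. Supplementary Table S1 gives 712290 to 2760456 miRNA reads per control library (median 1376780, n = 5) and 722819 to 2516249 per infected library (median 1048177, n = 5). These totals were used to turn RPM into estimated reads, and 83.3% of the values above 0 came out whole. At these depths 1 read stands for 0.362 RPM in the deepest library and for more in the others, so a miRNA at a few RPM rests on a handful of reads in each library. Compartments were compared within calves, with the calf as a block in limma, on log2(RPM + 1) after TMM scaling, for the miRNAs above 1 RPM in at least 4 of the 8 libraries of animals 1 to 4. TMM moved the median log2 difference of all miRNAs by 0.23, from -0.25 with RPM alone to -0.02. The replicate numbers in both data sets were taken to stand for the calf.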

The reads (15,207,875) with 18–25 nt lengths were used for further miRNA expression analysis. Among these reads, 14,062,510 reads were mapped to a known miRNA database (miRBase version 21), which resulted in 3,802 reads representing 55 putative novel miRNAs. 

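The RPM values of the listed miRNAs, multiplied by the miRNA reads of Supplementary Table S1, summed to 14066312 reads over the 10 libraries. The miRNA reads in that table summed to 14070114, which left 3802 reads on none of the listed miRNAs. That remainder equals the paper's reported number of reads of putative new miRNAs. The listed sum also exceeds the paper's 14062510 reads of known miRNAs by the same 3802, so the sums leave open which reads the listed values hold. The listed IDs include no putative new miRNA, and none was analysed here.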

The remaining 1,137,761 reads that were not identified as miRNAs belonged to other small noncoding RNAs (tRNA, snoRNA, snRNA and others). Cumulative frequency analysis revealed that the 20 most highly expressed miRNAs accounted for approximately 90% of the sequenced reads, representing the majority of expressed miRNAs (Fig. 1F).

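The 20 miRNAs of highest mean RPM held 88.7% of all listed miRNA reads. Their share was 88.6% ± 2.22 (SD, n = 5) in control and 89.2% ± 1.06 (SD, n = 5) in infected compartments, a difference below the SD between libraries. The 5 most abundant were miR-143, miR-192, miR-10b, miR-10a and miR-21-5p, and these alone held 68.0%. miR-143 is a miRNA of smooth muscle and other mesenchymal cells, miR-192 is typical of intestinal epithelium, and miR-10a and miR-10b are encoded within HOX gene clusters. Another epithelial pair, miR-215 and miR-194, held 2.38% and 0.907%, and miR-142-5p, which marks blood-derived cells, held 0.794%. The let-7 family had 3 members among the 20, let-7f, let-7a-5p and let-7i.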

### Transcriptome, alternative splicing events, and miRNA expression changes after MAP infection

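Genes above 1 FPM numbered 14443.6 ± 187 in the control compartments, from 14192 to 14663 per library. In the infected compartments they numbered 14429.6 ± 87.4, from 14304 to 14501 (SD, n = 5 each). The numbers of genes did not differ between the compartments beyond the spread between calves (two-sided exact permutation test over 252 splits, p = 0.833). With at least 1 fragment as the criterion, 17626.2 genes per control library and 17706.6 per infected library were detected on average.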

An average of 14,444 ± 187 (mean ± SD) and 14,430 ± 87 genes were identified (fragments per million mapped fragments (FPM) > 1) in control and infected ileal compartments, respectively. In total, 13,046 genes were commonly expressed in all 10 samples. 

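From the FPM values, 13059 of the listed genes were above 1 FPM in each of the 10 libraries.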

Functions of the 3,000 most highly expressed genes were related to “metabolic process” and “protein synthesis” (Supplementary Table S2). 

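In a principal component analysis (PCA) of log2(FPM + 1) over 15903 genes, PC1 carried 66.3% and PC2 10.3% of the variance. Neither separated the compartments (two-sided exact permutation tests over 252 splits, n = 5 per compartment, p = 1 for PC1 and p = 0.865 for PC2). PC1 was set by a single library, the control compartment of animal 5, at 155 against -28.5 to -5.78 for the other 9. Its test therefore cannot show whether those 9 separate by compartment. Without it PC1 carried 29.8% and PC2 20.2%. The library nearest to each library, by Euclidean distance, came from the same compartment in 4 of 10 cases, where chance gives 4.44, and from the same calf in 4 of 10, where chance gives 1.11.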

Principal component analysis (PCA) and hierarchical cluster analysis showed no clear separation between infected and control samples (Fig. 2A,F). 

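The control compartment of animal 5 stood far from all the other libraries. Its mean Pearson correlation with them, across genes on the log2(FPM + 1) scale, was 0.796, whereas each of the other 9 libraries had a mean of 0.951 to 0.962. In this library 2139 genes were more than 4-fold from the mean of the other control libraries, 1055 higher and 1084 lower. The next highest number, each library being compared with the others of its compartment, was 139, in the infected compartment of animal 2. The infected compartment of animal 5 was not apart, with a mean correlation of 0.962. No test was made, since the pattern concerns 1 library.

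**Figure D1:**
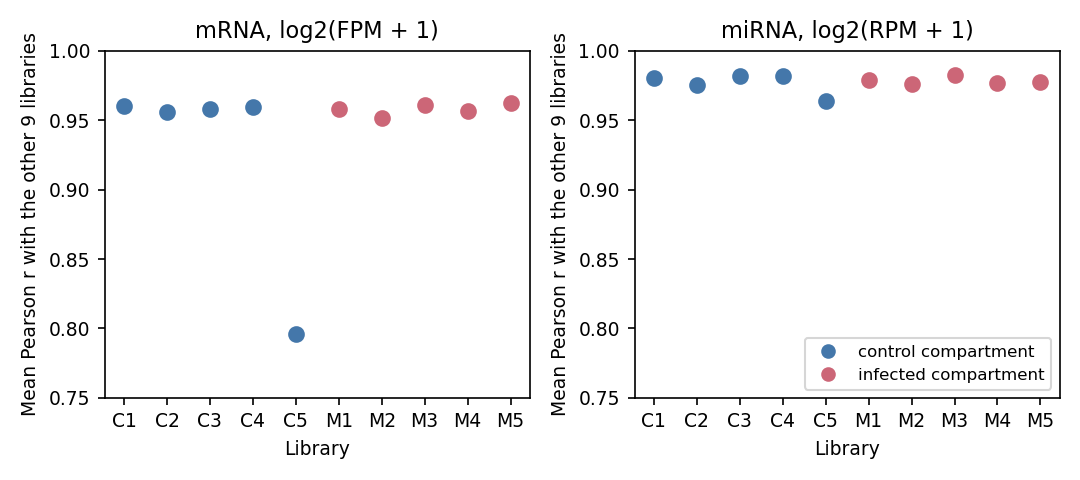
Mean Pearson correlation (y axis) of each library (x axis, C for control and M for infected compartment, numbered by animal) with the other 9 libraries, across genes on log2(FPM + 1) (left) and across miRNAs on log2(RPM + 1) (right). C5 sits at 0.796 for mRNA and 0.964 for miRNA, and the other libraries lie at 0.951 to 0.962 and 0.975 to 0.982.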

The transcriptome profile of animal #5 control compartment was an outlier from all control samples of other animals (Fig. 2A), thus this animal was subsequently removed from further analysis.

An average of 20,036 ± 3,163 alternative splicing events were detected in the control compartment tissues, whereas 21,005 ± 870 were detected in infected tissues. There were no significant differences between the two groups in terms of the number of alternative splicing events. However, the number of alternative splicing events differed greatly between control and infected compartments (14,598 *vs.* 19,661) of animal #5, which was also an outlier (Fig. 2B). These differences led us to exclude animal #5 from further pre-mRNA splicing analyses. The remaining four animals revealed 26,045 alternative splicing events (5,903 alternative acceptor, 3,535 alternative donor, 1,262 alternative first exon, 324 alternative last exon, 4,344 cassette, 705 coordinate cassette, 9,918 intron retention, and 54 mutually exclusive events) from 6,695 genes expressed in the ileal transcriptome (46.2% of total expressed genes) (Fig. 2D,E).

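Above 1 RPM, 343.2 ± 17.6 of the listed miRNAs were found in the control compartments (325 to 370 per library) and 343.2 ± 22.7 in the infected compartments (317 to 373 per library, SD, n = 5 each). The numbers did not differ (two-sided exact permutation test, p = 1). In all 10 libraries, 269 miRNAs were above 1 RPM. With at least 1 estimated read as the criterion, 391.4 and 383.4 miRNAs were detected on average in control and infected compartments.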

The number of detected miRNAs (reads per million mapped reads (RPM) > 1) was 375 ± 26 in infected compartments and 375 ± 25 in control compartments with 280 miRNAs commonly expressed in all 10 samples. The most highly expressed miRNA was miR-143. 

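miR-143 had a mean of 370473.8 RPM, or 37.1% of the listed miRNA reads. It stood at 382220.9 ± 121771.5 RPM in control and 358726.8 ± 91008.1 RPM in infected compartments (SD, n = 5 each), a difference smaller than the SD between calves. It was the highest miRNA in 9 of 10 libraries. In the infected compartment of animal 4, miR-192 was higher, at 257439.4 RPM against 212117.5 RPM for miR-143. The widest departure was the control compartment of animal 5, where miR-143 took 58.6% of the reads. Over all libraries miR-192 followed with 156013.2 RPM, then miR-10b with 77846.8 RPM and miR-10a with 47946.6 RPM. In the bovine assembly ARS-UCD2.0, MIR143 neighbours MIR145.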

Although PCA did not show a clear separation (Fig. 2C), hierarchical cluster displayed a separation between the miRNA expression patterns of control and infected tissues (Fig. 2G). 

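Over 450 miRNAs on the log2(RPM + 1) scale, PC1 carried 31.0% and PC2 17.8% of the variance. Neither differed between the compartments over all 10 libraries (two-sided exact permutation tests over 252 splits, n = 5 per compartment, p = 1 and p = 0.778). The control compartment of animal 5 lay at 18.6 on PC1, against -10.0 to 2.75 for the other libraries. With this value the test of PC1 cannot show whether the other libraries separate by compartment, and no component was tested without it. The nearest library by Euclidean distance came from the same compartment in 8 of 10 cases, against 6 of 10 with untransformed RPM, and in 0 of 10 cases from the same calf, where chance gives 4.44 and 1.11. When the tree (Euclidean distance, complete linkage) was divided into 2 groups, the control compartment of animal 5 formed 1 of them alone. With untransformed RPM, that library and the infected compartment of animal 2 stood apart together.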

Unlike mRNA profile and alternative splicing events, the control compartment of animal #5 was not an outlier (Fig. 2C); however, to be consistent, this animal was excluded from further miRNAs differential expression analyses.

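Several groups of miRNAs set the control compartment of animal 5 apart from the other 4 control compartments, compared as RPM without TMM scaling. Its large share of miR-143 (58.6% of reads) lowers the RPM of the others. The 4 miRNAs encoded in HOX clusters were each lowest there, with a mean log2 difference of -4.09. Of 20 miRNAs enriched in immune cells, 18 were lower there and 16 were lower than in each other control library, with a mean log2 difference of -1.33. miR-142-3p, a marker of blood-derived cells, stood at 124 RPM against 851 to 1471, and miR-155, a miRNA of activated lymphocytes and macrophages, at 92.4 RPM against 462 to 997. The miR-17 to 92 cluster and its paralogs, which are tied to cell proliferation, were lowest in this library in 14 of 14 members, with a mean log2 difference of -1.94. Of 6 muscle-enriched miRNAs, 5 were higher, among them miR-145 with 5974 RPM against 1443 to 2875 and miR-133a with 525 RPM against 238 to 275. Let-7 (9 of 10 lower, mean log2 difference -0.41), endothelial (7 of 10 lower, -0.35) and intestinal epithelial miRNAs (8 of 10 lower, -0.17) were shifted less. In the infected compartment of the same calf, the mean log2 difference of the immune-cell group from the other infected compartments was -0.0032. The library also had the lowest mean correlation with the others, though by a smaller margin than for mRNA. These are values of 1 library and carry no test.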

### Altered expression of mRNAs in MAP-infected ileal compartments

The analysis of differentially expressed (DE) mRNAs between infected (n = 4) and control compartments (n = 4) using edgeR^19^ revealed 81 DE genes (14 downregulated and 67 upregulated in infected tissues *vs*. control tissues; *P* < 0.05, fold change >1.5, Table 1). 

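Few genes differed between infected and control compartments beyond the spread between calves. Of 14480 genes tested in animals 1 to 4, 6 passed the study's thresholds (unadjusted p under 0.05 and fold change over 1.5) in limma, 6 higher and 0 lower in the infected compartments, and all 6 were higher in 4 of 4 calves. One of them, ENSBTAG00000007181, went from 17.2 to 22.5 FPM in the control libraries to 26.6 to 36.9 FPM in the infected libraries, a log2 fold change of 0.68 (standard error 0.14, n = 4 per compartment). A less abundant one, ENSBTAG00000015888, had 0.392 to 1.10 FPM in control and 1.21 to 2.47 FPM in infected libraries, a log2 fold change of 0.74 (standard error 0.20). No gene passed an adjusted p of 0.05 in limma (smallest 0.9998), and 109 had an unadjusted p under 0.05, where 724 would be expected without any difference. With the calf as a block, 15 genes passed the study's thresholds, 13 higher and 2 lower. On the recovered fragments the counts at these thresholds were 37 with edgeR's quasi-likelihood test, 74 with its exact test, 65 with its likelihood ratio test and the calf as a block, and 41 with DESeq2, each again with 0 genes at an adjusted p under 0.05. Over all 5 calves, with animal 5 that the paper left out because its control compartment was an outlier, 4 genes passed, 2 higher and 2 lower, and none of the 6 was among them. The count rose with any 1 calf left out, to 243 genes without animal 2 and to 28, 24 and 43 without animals 1, 3 and 4. Fewer libraries entered those fits, and the cause of the rise was not tested.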

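The 6 genes at the study's thresholds were placed in a PCA of the 8 libraries of animals 1 to 4. PC1 carried 66.6% of their variance, with the 4 control libraries at -1.48 to -0.498 and the 4 infected libraries at 0.430 to 1.59. The genes had been selected for a difference between these same libraries, so the separation is not independent evidence of it.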

PCA plots revealed a clear clustering of these DE genes based on the ileal compartments (infected *vs*. control) (Fig. 3A). The most relevant function of DE genes estimated by the Ingenuity Pathway Analysis (IPA) was “proliferation of endothelial cells”, which showed an activated trend in infected tissues (z-score = 1.01) (Fig. 3B). Moreover, the IPA revealed that the DE genes were significantly related to “glucose metabolism disorder” and downregulated “proliferation of muscle cells” (z-score = −1.67) (Fig. 3B).

To evaluate the impact of MAP infection on host innate and adaptive immune responses, genes related to innate (793 ± 6, annotated by GO: 0045087) or adaptive immune responses (220 ± 3, annotated by GO: 0002250) were selected. Although some genes in certain individual animals revealed fold changes more than 1.5 (Fig. 3C,D), neither innate nor adaptive immune-related genes expressions showed statistical differences between two compartments (fold change >1.5, *P* < 0.05, paired t-test).

### Altered alternative splicing events of pre-mRNA in MAP-infected ileal compartments

To test the differences in alternative splicing events between control and infected compartments, Fisher’s exact tests were performed on raw read counts from 2 × 2 tables of exclusion and inclusion read counts for each animal as suggested by a previous study^20^. The differential alternative splicing events were identified in each animal (adjusted *P* < 0.05, Fisher’s exact test, Delta Percentage Splicing Index (ΔPSI) > 10%). There were 16 genes that displayed significantly different alternative splicing events between control and infected compartments of all four animals (Supplementary Table S3). Among them, an alternative first exon event was detected (adjusted *P* < 0.05, Fisher’s exact test, ΔPSI > 10%) in the mRNA of monocyte to macrophage differentiation-associated (*MMD*) (Fig. 4A). In MAP-infected tissues, the expression (fragments per kilobase of exon per million mapped reads (FPKM)) of exon 1A (the first annotated exon in bovine genome UMD 3.1) decreased among all 4 animals (log_2_FPKM in MAP-infected *vs*. log_2_FPKM in control: 6.0 *vs*. 3.8 in Animal #1; 5.6 *vs*. 4.3 in Animal #2; 5.8 *vs*. 4.6 in Animal #3; 6.0 *vs*. 4.2 in Animal #4) (Fig. 4A), while the expression of exon 1B (the alternatively spliced form for the first exon) increased in all animals (log_2_FPKM in MAP-infected *vs*. log_2_FPKM in control: 1.3 *vs*. 3.6 in Animal #1; 1.5 *vs*. 3.2 in Animal #2; 1.7 *vs*. 3.1 in Animal #3; 1.0 *vs*. 3.4 in Animal #4) when compared to control tissues (Fig. 4A). In addition, an intron retention event was detected (adjusted *P* < 0.05, Fisher’s exact test, ΔPSI > 10%) in adenosine deaminase (*ADA*) transcript (Fig. 4B). A higher expression of intron 4 (intron region between exon 4 and exon 5 of the *ADA* mRNA) were detected in MAP-infected tissues among all 4 animals, compared to that of control tissues (log_2_FPKM in MAP-infected *vs*. log_2_FPKM in control: 1.7 *vs*. 0.8 in Animal #1; 1.2 *vs*. 2.4 in Animal #2; 0.7 *vs*. 2.0 in Animal #3; 0.5 *vs*. 1.9 in Animal #4) (Fig. 4B). Subsequently, further protein sequence analysis (translate RNA sequence to protein sequence) on the above alternative spliced forms of *MMD* and *ADA* mRNAs in infected tissues revealed the potential introduction of stop codons, when the detected alternative splicing events happen (Supplementary Table S4). The multiplex reverse transcription quantitative PCR (RT-qPCR) was further performed to verify the differences between MAP-infected and control tissues in alternative spliced forms of above two genes. The primers and probes were designed to target the identical isoforms that were detected by RNA-Seq. Using the primers and probes designed; only two isoforms were detected for both genes (data not shown). The ratio between the expression of isoform 1 (exon 1A + exon 2) and isoform 2 (exon 1B + exon 2) for *MMD* decreased significantly (*P* = 0.0031, paired t-test) in infected tissues (0.21 ± 0.05) when compared to control tissues (0.10 ± 0.05) (Fig. 4C). Similarly, the ratio between the expression of isoform 1 (exon 4 + exon 5) and isoform 2 (exon 4 + intron 4 + exon 5) for *ADA* decreased significantly (*P* = 0.037, paired t-test) in infected tissues (8.26 ± 4.02) when compared to control tissues (1.48 ± 0.48) (Fig. 4D). RT-qPCR confirmed that the expression of isoform 2 for both genes was upregulated in the infected tissues *vs*. control tissues.

### Altered miRNAs expression in MAP-infected ileal compartments

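Among groups of related miRNAs, those encoded within HOX clusters had higher means in the infected compartment, in part through animal 4. All 4 members (miR-10a, miR-10b, miR-196a and miR-196b) had a higher mean there, with a mean log2 difference of 0.44, although miR-196a was at 0.04 and turned to -0.20 with RPM alone. The group passed camera with a preset correlation (adjusted p = 9.4e-04) but not with an estimated correlation (adjusted p = 0.561), and 1 member, miR-196b, passed when adjusted over the list alone. Without animal 4 the mean was 0.21 and the group did not pass (limma's camera, adjusted p = 0.0913). Of 13 neuron-enriched miRNAs, 10 were lower in the infected compartment, which did not pass (limma's camera, adjusted p = 0.120). Of these IDs, miR-129 and miR-129-5p hold the same values. The group includes miR-105a, miR-137 and miR-138, lower here, and miR-184, higher here, which the paper called on these same samples. Its direction is therefore not independent of the paper's calls. The group did pass over all 5 calves (adjusted p = 0.0177), without animal 1 (adjusted p = 0.0489) and without animal 3 (adjusted p = 0.0290), but in none of these with an estimated correlation (adjusted p = 0.523, 0.742 and 0.443). Of the miR-17 to 92 cluster and paralogs, 12 of 14 were lower, which passed limma's camera without the block (adjusted p = 0.0444), with RPM alone (adjusted p = 0.0056), without the filter (adjusted p = 0.0314) and without animal 4 (adjusted p = 0.00714) but not in the main model (adjusted p = 0.065), nor in any of these with an estimated correlation (adjusted p = 0.354 to 0.751), and over all 5 calves its mean was 0.04. Each adjusted p of a group was taken over the 12 groups tested, the paper's own lists included. Those lists were chosen on these samples and pass, which lowers the adjusted p of the other groups. Whether 0.0444 and 0.0314 would stay under 0.05 without them was not computed. Muscle-enriched (5 of 6 higher), endothelial-enriched (4 of 10 higher, mean log2 difference -0.0049 although camera's direction was up), intestinal epithelial (6 of 10 higher) and erythroid miRNAs (3 of 3 higher) did not pass, with camera adjusted p of 0.274, 0.622, 0.732 and 0.622. The muscle group rested on the calves used, since it passed upward without animal 4 (limma's camera, adjusted p = 0.00714, and 0.354 with an estimated correlation), while its mean over all 5 calves was -0.21. The imprinted DLK1-DIO3 cluster (16 of 32 higher) and the let-7 family (6 of 10 higher) did not pass either, both with a camera adjusted p of 1.00. The imprinted, intestinal epithelial and erythroid groups each passed camera without animal 1 and, in the opposite direction, without animal 4, but not with an estimated correlation. In all, 345 miRNAs were tested in animals 1 to 4, and 14 of them passed the study's thresholds in limma, 7 higher and 7 lower. No miRNA passed an adjusted p of 0.05 (smallest 0.478), and 17 had an unadjusted p under 0.05, where 17 would be expected without any difference. edgeR and DESeq2 on the estimated reads also gave 0 at an adjusted p under 0.05, and at the study's thresholds 14 with edgeR's likelihood ratio test, 8 with its quasi-likelihood test and 4 with DESeq2. The split was 7 higher to 7 lower with TMM and 4 to 21 with RPM alone.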

A total of 14 DE miRNAs were identified when comparing infected (n = 4) and control (n = 4) compartments of the ileum (*P* < 0.05, edgeR paired group comparison, fold change >1.5). 

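Among miRNAs lower in the infected compartments of animals 1 to 4, miR-138 was the only one above 10 RPM among those the paper names. It stood at 82.5 ± 19.8 RPM in control and 38.1 ± 17.0 RPM in infected compartments (SD, n = 4), a log2 difference of -0.91 (standard error 0.32). For animals 1 to 4 the differences of miR-138 were -1.95, -1.17, -0.06 and -0.47, the last 2 of them under 1.5-fold. miR-105a, encoded in an intron of GABRA3 on the X chromosome in ARS-UCD2.0, had 2.21 ± 1.17 RPM in control and 0.0994 ± 0.199 RPM in infected compartments, a log2 difference of -1.41 (standard error 0.40). miR-433, which lies within RTL1 in the imprinted DLK1-DIO3 region beside MIR127 and MIR136, had 2.53 ± 0.313 and 0.338 ± 0.451 RPM and a log2 difference of -1.34 (standard error 0.36). miR-137, a miRNA of neurons, was at -1.28 (standard error 0.50), miR-2400 at -1.10 (0.36) and miR-424-3p at -0.84 (0.35). Each of these 6 was lower in 4 of 4 calves and passed the study's thresholds, and none passed an adjusted p of 0.05 in limma (smallest 0.478). As a group chosen on these samples, which is not independent evidence of direction, they passed camera (adjusted p = 1.0e-08, and 0.0475 with an estimated correlation). With an estimated correlation the group did not pass with any 1 calf left out (adjusted p = 0.166 to 0.310), with RPM alone (0.114) or with pseudocount 5 (0.0523). The low ones rest on few reads over 4 libraries. miR-105a had 11 estimated reads in control and 1 in infected compartments, a ratio after scaling by depth of 0.0919 with an exact 95% interval for counting error of 0.0021 to 0.632. miR-137 had 13 and 3 reads (ratio 0.233, interval 0.0426 to 0.848), miR-433 12 and 2 (0.168, 0.0183 to 0.756) and miR-2400 10 and 2 (0.202, 0.0215 to 0.948). Over all 5 calves the log2 differences ran from -1.49 for miR-105a to -0.63 for miR-2400. Of these 6, the paper lists miR-105a, miR-137 and miR-433 as showing the same pattern by stem-loop RT-qPCR. Its list does not hold miR-138, miR-2400 or miR-424-3p.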

The expression of bta-miR-105a, bta-novel-53, bta-miR-433, bta-miR-2400, bta-miR-137, bta-miR-424–3p, and bta-miR-138 was downregulated in the infected compartment, when compared to the control (Fig. 5A). In contrast, the expression of bta-miR-146 b, bta-miR-196 b, bta-miR-2483–5p, bta-miR-133b, bta-miR-1247-5p, bta-miR-184, and bta-miR-202 was upregulated in the infected compartment, when compared to the control (Fig. 5A). 

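Of the 13 miRNAs that the paper names and the values list, 10 had means under 10 RPM in both compartments. On the log2(RPM + 1) scale miR-202 had the largest difference, from 0.871 ± 1.04 RPM in control to 6.85 ± 5.93 RPM in infected compartments of animals 1 to 4 (SD, n = 4), a log2 difference of 2.10 (standard error 0.56), and was higher in 3 of 4 calves. miR-184 had 0.533 ± 0.674 and 2.59 ± 0.995 RPM, a log2 difference of 1.43 (standard error 0.39), and miR-2483-5p had 0.698 ± 0.806 and 1.96 ± 1.02 RPM, a log2 difference of 0.98 (standard error 0.35), both higher in 4 of 4 calves. miR-1247-5p, beside DIO3 in ARS-UCD2.0, was at 0.99 (standard error 0.52) and the muscle miRNA miR-133b, beside MIR206, at 0.85 (standard error 0.40), each higher in 3 of 4 calves and short of the study's thresholds in limma. As a group chosen on these samples, which is not independent evidence of direction, the 7 named miRNAs, miR-146b and miR-196b included, passed camera (adjusted p = 1.6e-11, and 0.0475 with an estimated correlation, which was lost with any 1 calf left out, at 0.166 to 0.310, and with pseudocount 5, at 0.0523). Estimated reads over 4 libraries were 4 in control and 35 in infected compartments for miR-202, a ratio after scaling by depth of 8.84 with an exact 95% interval for counting error of 3.16 to 34.2. They were 2 and 14 for miR-184 (ratio 7.07, interval 1.62 to 64.1), 3 and 9 for miR-2483-5p (3.03, 0.756 to 17.4), 3 and 12 for miR-133b (4.04, 1.09 to 22.3) and 3 and 10 for miR-1247-5p (3.37, 0.867 to 19.0). Over all 5 calves the log2 differences ran from 0.11 for miR-133b to 1.81 for miR-202. Without animal 1, miR-202 and miR-196b passed an adjusted p of 0.05 in limma, with log2 differences of 2.85 (adjusted p = 0.00605) and 1.18 (adjusted p = 0.0103). Over the alternatives tried the smallest adjusted p ran from 0.00526 to 0.996.

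**Figure D2:**
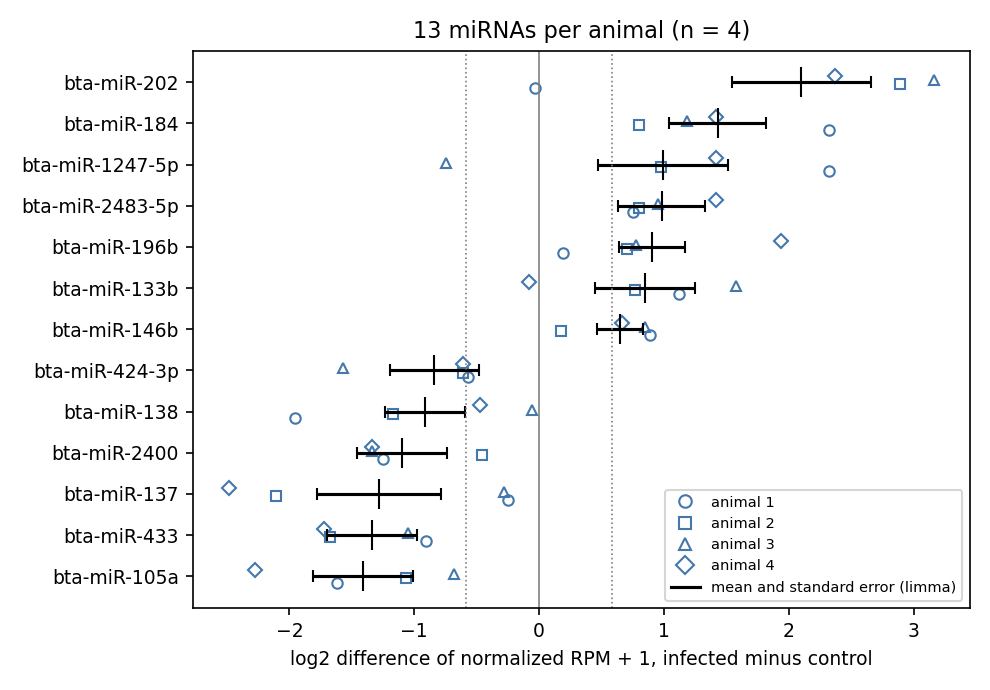
Log2 difference of normalized RPM + 1, infected minus control (x axis), of 13 miRNAs named in the paper (y axis), with open symbols for animals 1 to 4, black ticks and bars for the mean and standard error from limma, and dotted lines at 1.5-fold. miR-202 lies at 2.10 ± 0.56 with animal 1 near 0, and miR-105a at -1.41 ± 0.40.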

Stem-loop RT-qPCR results confirmed differential expression patterns of 9 out of 14 of these miRNAs (bta-miR-105a, bta-miR-133b, bta-miR-137, bta-miR-146 b, bta-miR-184, bta-miR-196 b, bta-miR-202, bta-miR-433, and bta-miR-1247-5p) revealed by RNA-Seq (Fig. 5B).

### Integrated analysis of miRNA and mRNA networks

The integrated analysis of miRNA and mRNAs was performed using a two-step method. The first step included the computational prediction of target genes of DE miRNAs using miRanda (http://www.microrna.org/) and TargetScan (http://www.targetscan.org/) and the selection of targets predicted by both algorithms to use in further analyses. Then, the Pearson’s correlation analysis was performed between the expression of DE miRNAs and their computationally predicted targets detected by RNA-Seq. Significantly correlated miRNA-mRNA pairs (r < −0.5, *P* < 0.05) were selected for further functional analysis. Functional analysis of the miRNA-mRNA pairs revealed that the DE miRNAs were involved in “lymphocyte activation” (miR-133b, miR-146 b, and miR-196 b), “inflammatory response activation” (miR-146 b, miR-184, and miR-1247), “muscle tissue and epithelium development” (miR-146 b and miR-137), as well as “proliferation of endothelial cells” (miR-137, miR-196 b, miR-433, and miR-1247) (Fig. 5C).

## Discussion

It is well established that MAP inhibits macrophage bactericidal activity by blocking phagolysosome formation, a primary effector function of macrophages following intracellular infection^21^. Our analysis reveals that alternative splicing of pre-mRNAs may be a potential mechanism by which MAP evades macrophage killing by altering macrophage maturation and lysosome functions. Especially, *MMD*, a marker gene of macrophages maturation^22^, displayed an increased frequency for an abnormal first exon that could disrupt protein synthesis in the infected tissues, when compared to control tissues. MMD is an ion channel protein and decreased synthesis of this protein may block macrophage maturation^23^. Furthermore, retention of the fourth intron in *ADA* mRNA can produce a truncated protein, resulting in defective lysosome functions^24^. Together, these two splice variants can result in a failure of macrophage maturation and lysosome function, reducing MAP clearance from the site of infection during the early stage of infection. Changes in alternative splicing events following bacterial (*Escherichia coli, in vitro*), viral (*Sendai virus, in vitro*), and parasite (*Crithidia bombi*, in insect) infections have been reported previously, but the impacts of splice variants on protein expression levels are not well studied^18^,^25^,^26^,^27^. Thus, it is necessary to confirm that these two alternative splicing events observed in the present study impact macrophage protein expression levels during MAP infection, *in vitro* and *in vivo*. It is worth to mention that the alternative splicing data presented in this study is preliminary due to the high variations among individuals and lacking of the validation at protein expression level. Besides, RT-qPCR results revealed higher expression of the abnormal isoform of *MMD* (expression of isoform 1/expression of isoform 2 < 1) in both MAP-infected and control samples comparing to those detected by RNA-seq. Although RNA-Seq detected the increase of the abnormal isoform of *MMD* in MAP-infected tissues, it revealed higher expression of normal isoform of *MMD* in both MAP-infected and control samples. Such controversy between RNA-Seq and RT-qPCR may due to the inaccuracy of RNA-Seq in detection of low abundant transcripts, since it has been reported that RNA-Seq cannot accurately detected the abundance of transcripts that have reads number less than 100^28^.

In addition to the influence on macrophages, MAP infection also may have altered toll-like receptor (TLRs) signalling pathway and downstream inflammatory responses by altering miRNAs expression. 

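miR-146b was at 79.0 to 322 RPM in control and 121 to 297 RPM in infected compartments of animals 1 to 4 (SD 118 and 83.9, n = 4 each). Its highest values came from animal 2 in both compartments, where the other 3 control compartments had at most 91.8 RPM. Within calves and after TMM scaling it was higher in the infected compartment in 4 of 4, by 0.89, 0.18, 0.85 and 0.67 on the log2 scale for animals 1 to 4. The mean log2 difference was 0.64 (standard error 0.18), a fold change of 1.56, on 586 estimated reads in control and 861 in infected libraries. It passed the study's thresholds in limma but not an adjusted p of 0.05 (adjusted p = 0.478). Without the calf as a block it did not pass the study's thresholds, and neither did it with RPM alone, where the log2 difference was 0.40. Over all 5 calves, with 47.1 RPM in control and 172 RPM in infected tissue of animal 5, the log2 difference was 0.76 (standard error 0.20). In ARS-UCD2.0 MIR146B lies between CUEDC2 and C26H10orf95.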

The expression of miR-146 b, which inhibits the activity of intermediate molecules of the TLR-pathway, such as interleukin-1 receptor-associated kinase 1 (*IRAK1*), interleukin-1 receptor-associated kinase 2 (*IRAK2*) and TNF receptor-associated factor 6 (*TRAF6*)^29^ was significantly increased in infected tissues. The upregulation (fold change = 3.22) of miR-146 b in infected ileum may be one of the mechanisms by which MAP disrupts TLR signalling, following the infection. This is consistent with a previous *in vivo* study that reported inhibition of the TLR signalling pathway at 12 hours after MAP infection in the ileum^30^. 

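Of 20 miRNAs enriched in immune cells, 6, miR-146b among them, were higher and 14 lower in the infected compartment, with a mean log2 difference of -0.02, and the group did not pass (limma's camera, adjusted p = 1.00). miR-146a, its close relative that is induced by the same receptors, had 1238 to 2804 RPM in the control and 1168 to 2122 RPM in the infected compartments of animals 1 to 4. After TMM scaling its log2 difference was 0.13 (standard error 0.14, higher in 2 of 4 calves), against -0.11 with RPM alone. From the rise of miR-146b and its known targets, the paper proposes that its higher expression may be one way in which MAP disrupts signalling through toll-like receptors (TLRs), and, with an earlier in vivo study, that this may last through the infection.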

Our results suggest that subversion of TLR signalling may be sustained throughout a persistent MAP infection and increased production of miR-146 b may play a key role in this process. There were no significant differences in the expression of TLR signalling molecules (*IRAK1, IRAK2* and *TRAF6*) at the mRNA level, when comparing infected and control compartments. It is still possible, however, that protein expression of these molecules may have been reduced due to post-transcriptional regulation by miR-146 b. Future studies using antibodies to detect TLR signalling molecules (miR-146 b target genes) in MAP-infected tissues may provide in depth understanding on the role of miR-146 b during early infection. Moreover, miR-146 b was negatively correlated with its predicted target genes, interleukin 4-receptor (*IL4R*) (r = −0.67, *P* < 0.01) and spleen tyrosine kinase (*SYK*) (r = −0.59, *P* < 0.01). *SYK* activates the NF-κB-mediated transcription of cytokines^31^,^32^. Their negative correlation with miR-146 b indicates that inflammatory responses triggered via the TLR-signalling pathway may also be inhibited by miR-146 b. These observations suggest that miR-146 b may be able to regulate host responses to MAP infection at multiple stages. Overall, the miRNA results provide further supporting evidences to a previous study reporting the inhibition of TLR-signalling pathway and expression of pro-inflammatory cytokines, following MAP infection^1^.

The RNA-Seq data also suggested that the most relevant function of DE genes in infected ileum was related to “endothelial cell proliferation”. The upregulation of genes, such as cadherin 13 (*CDH13*), semaphorin 6B (*SEMA6B*), dimethylarginine dimethylaminohydrolase 1 (*DDAH1*), vasoactive intestinal peptide (*VIP*) and integrin alpha 1 (*ITGA1*), are consistent with increased proliferation of endothelial cells in the infected tissues^33^,^34^,^35^,^36^,^37^. Activation of endothelial cell proliferation was also suggested by the detected changes in miRNA expression. We identified four DE miRNAs, including miR-1247, miR-137, miR-196 b, and miR-433, with target genes involved in “proliferation of endothelial cells”. For example, increased expression of miR-196 b, an ileum-specific miRNA in young calves^38^, has been reported to increase endothelial cell proliferation in cancer^39^. It is intriguing to consider the possibility that the tissue specificity of this miRNA in the gastrointestinal tract of young calves may contribute to the proclivity for MAP infections to persist in the ileal region of the small intestine. Furthermore, the negative correlation between miR-196 b and secreted protein, acidic, cysteine-rich (*SPARC*) (r = −0.65, *P* < 0.05), an inhibitor of the proliferation of endothelial cells^40^, suggests that upregulation of miR-196 b in infected tissues may increase the proliferation of endothelial cells by inhibiting *SPARC* expression. 

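miR-196b was at 220 ± 60.7 RPM in control and 346 ± 93.4 RPM in infected compartments of animals 1 to 4 (SD, n = 4). Its log2 difference was 0.90 (standard error 0.27), a fold change of 1.87 on 1088 and 2051 estimated reads, and it was higher in 4 of 4 calves. For animals 1 to 4 the differences were 0.19, 0.70, 0.78 and 1.94, so the mean rested in part on animal 4. It passed the study's thresholds in limma, whereas its adjusted p was 0.484. In ARS-UCD2.0 MIR196B lies between HOXA10 and HOXA9, genes expressed towards the posterior of the body axis. Of the other miRNAs encoded in HOX clusters, miR-10a (within HOXB3) had a log2 difference of 0.44 (standard error 0.21) and miR-10b (within HOXD4) one of 0.38 (standard error 0.17), neither at the study's thresholds, which miR-10a passed without animal 1 (0.64). The differences of miR-10a for animals 1 to 4 were -0.04, 0.22, 0.47 and 1.12, so its mean too rested in part on animal 4. Over all 5 calves the log2 difference of miR-196b was 1.16 (standard error 0.30). Animal 5, which the paper left out because its control mRNA library was an outlier, had 0.362 RPM of miR-196b in control and 6.31 RPM in infected tissue, against 149 to 475 RPM in the 8 libraries of the other calves. miR-196a was low there too, at 1.45 RPM in control and 126 RPM in infected tissue, against 177 to 355 RPM.

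**Figure D3:**
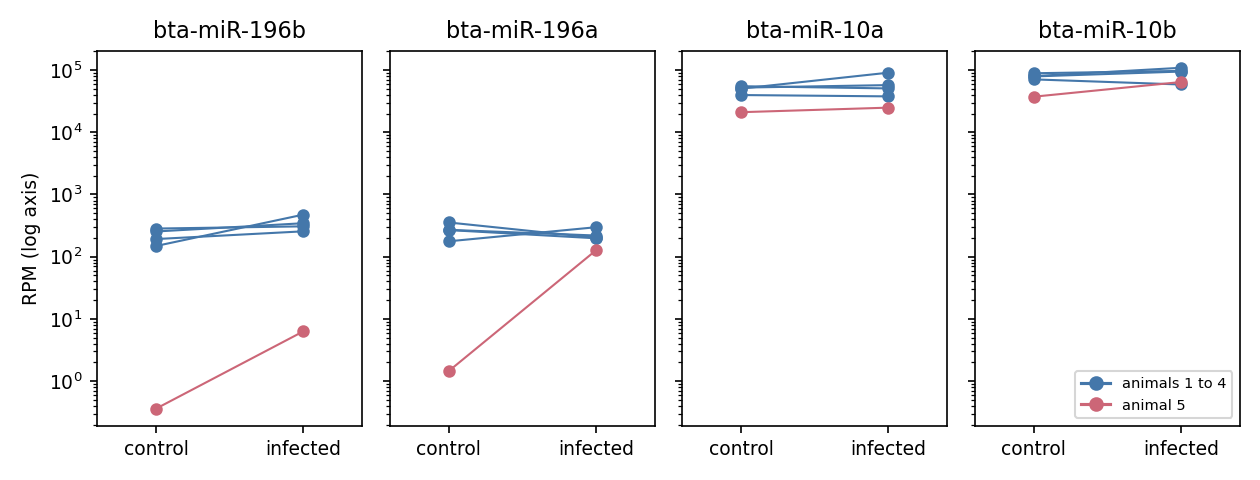
RPM on a log axis (y) of 4 miRNAs encoded in HOX clusters in the control and infected compartments (x), with lines joining the compartments of a calf. Animals 1 to 4 are in blue and animal 5 in red, whose miR-196b values are 0.362 and 6.31 RPM.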

Proliferation of endothelial cells after MAP infection is one of the causes of granuloma formation^6^, which is a significant feature of JD in ruminants^1^. Granulomas mainly consist of MAP-infected macrophages and provide an organized and protected microenvironment within which MAP can establish a persistent infection in the host^41^. Although, no granulomas were histologically visible at one-month post-infection in our study (data not shown), a previous study reported that granulomas were observed at 3 to 4 weeks after mycobacteria infection^42^. Nevertheless, this study revealed that MAP infection promotes endothelial cell proliferation by changing both mRNA and miRNA expression at the site of infection and these transcriptional changes may support granuloma formation during a persistent infection of MAP.

In the present study, transcriptional changes of immune genes observed at one-month post infection were all related to innate immune response functions but not the induction of adaptive immune responses. This observation is consistent with a previous study that reported the absence of detectable immune responses during the subclinical stage of MAP infection in ileum^43^. The proliferation of regulatory T cells was proposed as a potential mechanism for the suppression of an adaptive immune response^43^. However, similar to Roussey and colleagues^44^, our analysis did not reveal any significant transcriptional changes related to T cell function at one-month post-infection. More detailed studies are required to determine whether there is either the induction of adaptive immune responses in the ileal PPs or recruitment of mucosal effector cells to the site of MAP infection during the subclinical stage of disease.

Pathogen infection leads to host metabolic changes to meet the increasing energy demand associated with a variety of defense responses. Moreover, the pathogenicity of MAP is determined by its capacity to adapt central metabolism to utilize host-derived nutrients^45^. Thus, a persistent MAP infection may alter host metabolism at the site of infection and decrease nutrient absorption by granuloma formation. One of the host metabolic responses during an infection is the increased level of glucose consumption by innate immune cells, such as macrophages and this demand is met by glycogenolysis in muscle tissues, which breakdown stored glycogen into glucose^46^. Macrophages utilize glucose to produce reactive oxygen species when phagolysosome activity is increased for clearance of intracellular pathogens, which can deplete stored glycogen in infected tissues^46^. The transcriptome profiling revealed both a disruption in macrophage functions and a potential disruption of glucose metabolism in the MAP infected ileal compartment. Twenty-one DE genes observed in the present study that were related to glucose metabolism disorders revealed a downregulation in glycogen breakdown into glucose. This suggests a reduction in glycogenolysis or increased glycogen reserves in tissue with MAP infection. To validate these potential changes in host energy metabolism and their link to the MAP infection, we measured glycogen concentrations in MAP infected and control ileal tissues. Glycogen concentrations were increased in infected (0.35 ± 0.10 μmol/g tissue) *vs*. control (0.27 ± 0.044 μmol/g tissue) tissues, but this change was not statistically significant. Moreover, glycogen concentrations in the MAP infected compartments were positively correlated (r = 0.9, *P* = 0.04) with the expression of *ADA*. This observation suggests a possible link between increased glycogen production and genes related to lysosome functions. It will be necessary, however, to follow these changes throughout a longer course of infection to substantiate a causal link between glycogen accumulation and truncated-ADA protein production during MAP infection.

In conclusion, the present study provides insights into new molecular regulatory mechanisms by which MAP may evade host immune responses during the early subclinical stage of infection. We identified DE miRNAs and alternative splicing events that may contribute to host molecular regulatory mechanisms that permit persistent MAP infection during early stage. The surgically isolated intestinal segment model system enabled identification of significant changes between infected and non-infected ileum tissues within the same animal. 

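Differences in mRNA between the compartments were small throughout. Over 14480 genes the median absolute log2 difference was 0.07, against a median standard error of 0.14. A fold change over 1.5 was reached by 110 genes (0.76%) and over 2 by 16 genes. In 1213 genes (8.38%) the 4 calves went in 1 direction, where chance gives 12.5%, and 0 genes were over 1.5-fold in each of the 4 calves. In simulated data with the means and library sizes of these 8 libraries, 62 of 98 genes changed 2-fold and 91 of 96 genes changed 4-fold passed an adjusted p of 0.05 in limma. Genes were drawn independently there. With nothing changed, 250 of 14525 simulated genes passed the study's thresholds, against 6 of 14480 in the real data. The simulated libraries thus did not behave like the real ones, and how many such changes the test would find in the real ones is not shown.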

The overall effect of MAP infection on mRNA expression was limited at one-month post-infection, and DE genes were primarily related to “endothelial cell proliferation”. Furthermore, two genes related to macrophage function (*MMD, ADA*) were confirmed to be differentially spliced in MAP-infected compartments, suggesting a possible mechanism by which MAP escapes the host innate immune response. Profiling miRNA expression revealed that miRNAs might be more responsive than mRNA during the early stage of MAP infection. 

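A larger share of miRNAs than of mRNAs differed in size, with 32 of 345 miRNAs (9.28%) and 110 of 14480 mRNAs (0.76%) over 1.5-fold. The standard errors differed in the same sense, with a median of 0.30 on the log2 scale for miRNAs and 0.11 for mRNAs, both with the calf as a block. Of the miRNAs, 40 (11.6%) went in 1 direction in all 4 calves, near the 12.5% that chance gives, and 4 were over 1.5-fold in each calf. The difference between the 2 kinds of RNA was not tested. In simulated data, limma with the calf as a block found 7 of 20 miRNAs changed 2-fold and 13 of 18 changed 4-fold at an adjusted p under 0.05. The paper concludes that the effect on mRNA was limited and proposes from the miRNA profiles that miRNAs respond more at this stage.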

The integration of DE miRNA with DE mRNAs revealed potential miRNA-mRNA regulatory pairs (miR-196 b and *SPARC*; miR-146 b and *IL4R*; miR-146 b and *SYK*) that were related to MAP-associated changes in “endothelial cell proliferation”, “bacteria recognition”, and “activation of inflammatory responses”. These miRNAs, especially if they are released into the circulation system from infected tissues, may provide potential biomarkers to diagnose subclinical-stage MAP infection. Future studies are needed to further validate the alternative splicing isoform changes at the protein level, to identify the changes in the morphology or number of endothelial cells, and to explore the mechanisms that miRNA regulated mRNA expression in the MAP-infected ileum tissue during the same early infection stage as well as in the later infection stages.

## Materials and Methods

### Animal study and tissue collection

The materials for this study were collected during a previous study^16^ and all experimental protocols were performed following the guidelines approved by the Canadian Council on Animal Care and all procedures were conducted in accordance with the approved protocol. Protocols for animal housing, anesthesia, surgery, MAP infection, and postsurgical care were performed as previously described^16^. Five male, Holstein calves that were 10–14 days old were inoculated with MAP using surgically isolated intestinal segments. Briefly, a 30–35-cm segment of intestine was surgically isolated, proximal to the ileo-cecal fold, and subdivided into three equal compartments using silk ligatures. The distal compartments were injected with 1 − 3 × 10^8^ CFU of MAP strain K10 in a final volume of 5 ml phosphate-buffered saline (PBS). The proximal compartment of the intestinal segment was injected with 5 ml PBS. After surgery, calves were treated with 1.1 mg/kg flunixin (Banamine; Schering Plough Canada Inc., Pointe Claire, Quebec, Canada) for 3 days and with 3 to 4 mg/kg enrofloxacin (Baytril; Bayer Inc.) for 5 days. Calves were fed a whole-milk diet for 4 weeks. One-month post-infection, tissues from the distal (infected) and proximal (control) compartments were collected immediately after euthanizing calves. Each intestinal compartment was opened longitudinally, the contents removed, and longitudinal strips of intestinal tissue measuring 0.5 cm by 3 cm were collected into cryovials, and snap-frozen in liquid nitrogen prior to storage at −80 °C.

### RNA extraction

All samples were processed in a level 2-biosecurity lab at the University of Alberta and tissue samples were ground into a fine powder in a frozen mortar, while immersed in liquid nitrogen. Total RNA was then extracted from 80 mg of tissue powder using mirVana™ miRNA Isolation Kit (Ambion, Carlsbad, CA) following the manufacturer’s instructions. The quality and quantity of the RNA were determined using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA), respectively. RNA samples with an integrity number (RIN) higher than 8.0 were used for RNA-Seq library construction.

### RNA-Seq library construction and sequencing

Total RNA (1.0 μg) from each sample was used to construct RNA-Seq libraries using the TruSeq mRNA Sample Preparation kit (Illumina, San Diego, CA) following the manufacturer’s instruction. Individual libraries were then pooled for sequencing according to Illumina’s instruction and sequenced at Génome Québec (Montréal, Canada) using the Illumina HiSeq 2000 system (Illumina). Sequencing was performed as 100 bp paired-end reads. All reads were demultiplexed according to their index sequences with CASAVA version 1.8 (Illumina) and reads that did not pass the Illumina chastity filter were discarded.

### RNA-Seq reads mapping and annotation

RNA-Seq reads were aligned to the bovine genome (UMD 3.1) using Tophat 2.0.11 with default parameters^47^. HTSeq was used (version 0.6.1, http://www-huber.embl.de/users/anders/HTSeq/) to count the number of reads that were mapped to each gene. The expression level of mRNAs in each library was obtained by normalizing reads number to FPM by the following method: FPM = (gene fragments number / total mapped fragments number per library) × 1,000,000. edgeR was used to identify significantly DE mRNAs^19^, and the significances were declared at fold change >1.5 and *P* < 0.05.

### Identification and annotation of alternative splicing events

As suggested by a previous study^48^, 25 million properly paired reads were randomly selected from each RNA-Seq library for further analysis to confirm that the comparison of alternative splicing events was performed without any bias. Tophat 2.0.11 was used to predict the splice junctions. Splicing analysis was performed for events that had at least 20 total RNA-Seq reads^20^. JuncBASE^49^ was used to annotate the entire alternative splicing events (cassette exons, alternative 5′ splice site, alternative 3′ splice site, mutually exclusive exons, coordinate cassette exons, alternative first exons, alternative last exons, and intron retention). Values for Percentage Spliced Index (PSI) were calculated using the formulas provided by a previous study^50^. Fisher’s exact tests were performed on raw read counts from 2 × 2 tables of exclusion and inclusion read counts for each animal to test the different alternative splicing event, as suggested by a previous study^20^. The different alternative splicing events were declared at adjusted *P* < 0.05, and ΔPSI > 10%.

### Construction and analysis of small RNA libraries from ileal tissue

Total RNA (1.0 μ g) from each sample was used to construct a small RNA library using the TruSeq Small RNA Sample Preparation kit (Illumina) and following the manufacturer’s instruction. Individual libraries were then pooled for sequencing according to Illumina’s instruction and sequenced at Génome Québec using the Illumina HiSeq 2000 system (Illumina). Sequencing was performed as 50 bp single reads. All reads were demultiplexed according to their index sequences with CASAVA version 1.8 (Illumina) and reads that did not pass the Illumina chastity filter were discarded.

All small RNA data processing was conducted according to the method described in a previous study^38^. Briefly, sequences with acceptable quality were processed to be short tags by removing the 3′adapter using a Perl script provide by miRDeep2^51^. After trimming the 3′ adaptor sequence, all identical sequences of sizes ranging from 18–25 nt were mapped to the ncRNA sequences (Rfam) to remove non-miRNA small RNA sequences. Then, all sequences were aligned against the corresponding known miRNA precursor sequences (miRBase release version 20) by using the module of quantifier.pl in miRDeep2 with the default parameters to identify known miRNAs. Novel miRNAs were detected using miRDeep2, with the miRDeep2 score cutoff of 5 and more than 20 mapped reads in all samples. The expression of miRNAs in each library was normalized to RPM by the following method: RPM = (miRNA reads number/total mapped reads per library) × 1,000,000. edgeR was used to identify DE miRNAs^19^, and the significances were declared at fold change >1.5 and *P* < 0.05.

### Functional analysis

Ingenuity pathway analysis (IPA, Ingenuity Systems, www.ingenuity.com) was used to identify the functions of DE mRNAs. A threshold of *P* < 0.01 was applied to enrich significant biological functions. The IPA regulation z-score algorithm was used to predict the direction of change for a given function (increase or decrease) according to the fold change of DE genes. A z-score > 0 means that a function is increased, whereas a z-score < 0 indicates a significantly decreased function.

The putative target genes for miRNAs were predicted by miRanda (http://www.microrna.org/) and TargetScan (http://www.targetscan.org/) as described previously^38^. The targets predicted by both algorithms were used for further functional analysis. The target genes of DE miRNAs were uploaded into PANTHER for functional analysis of DE miRNAs^52^. Each analysis was performed using the statistical overrepresentation test option, and significant GO terms were selected at *P* < 0.05 and molecule number >2.

### RT-qPCR validation of differential alternative splicing events

The differential alternative splicing of *MMD* and *ADA* was validated by duplex RT-qPCR using customized primers and probes. Primers and TaqMan^®^ probes (Life Technologies, Carlsbad, CA) were designed based on each event using Custom TaqMan^®^ Assay Design Tool (https://www.thermofisher.com/). The primers and probes are presented as followed (Supplementary Table S5):

Isoform 1 of *MMD*: Forward primer: 5′-AATGGCCGCTACAAGCCAAC-3′; Reverse primer: 5′- CATCAGAGAGCCGGTGAAGG-3′; Probe: 5′FAM-AATGGCCGGAACAATGAGGAATGC-NFQ-MGB3′;

Isoform 2 of *MMD*: Forward primer: 5′-CAGTGCTGATCCTATCTGGAAGA-3′; Reverse primer: 5′-CATCAGAGAGCCGGTGAAGG-3′; Probe: 5′VIC-AGTTTGCATTCTTTCCTCATTGTTCCGG-NFQ-MGB3′;

Isoform 1 of *ADA*: Forward primer: 5′-TGTGGAGATGAAGGCCAAGG-3′; Reverse primer: 5′-CCAGTGACACCACCTCATCC-3′; Probe: 5′FAM-AGCCGATCCCCTGG AACCAGGCTGAAGGGG-NFQ-MGB3′;

Isoform 2 of *ADA*: Forward primer: 5′-CTCCTTCCTCTCTCTCCTACC-3′; Reverse primer: 5′-GATGAGGTGGTGTCACTGG; Probe: 5′VIC-TTCCCCACACACAGAGGGGACCTCACCCCG-NFQ-MGB3′.

Total RNA (1.0 μ g) from each sample was treated with DNAase I (Invitrogen), and reverse-transcribed to cDNA was performed using SuperScript II reverse transcriptase following the manufacturer’s protocol (Invitrogen). A total of 100 ng cDNA, 10.0 ptase fol^®^ Fast Advanced Master Mix, primers (final concentrations was 900 nM) and probe (final concentration was 250 nM) were used in a 20 μl reaction, which was suggested by TaqMan^®^ Gene Expression Assays Protocol. Primers and probes for the two isoforms of *MMD* or *ADA* were added to one reaction. The fluorescence signals were detected with StepOnePlus Real-Time PCR System (Life Technologies) with the following cycling times and temperatures: 50 °C for 2 mins, 95 °C for 20 s and 40 cycles of 94 °C for 1 s, 60 °C for 20 s. The cycle threshold (Ct) values for the isoforms in different samples have been listed in Supplementary Table S6. The alternative splicing events were detected by evaluating the ratio between the expressions of the two isoforms: Expression _isoform 1_/Expression _isoform 2_ = 2^(Ct isoform 2 -Ct Expression even)^.

### Experimental validation of miRNA expression using stem-loop RT-qPCR

Expression of 16 DE miRNAs identified by RNA-Seq was validated using stem-loop RT-qPCR with TAQMAN miRNA assays (Applied Biosystems). Briefly, cDNAs were reverse-transcribed from 10 ng of total RNA using specific miRNA RT primer (Applied Biosystems) and then were amplified using a TAQMAN miRNA assay. Fluorescence signal was detected with StepOnePlus™ Real-Time PCR System (Applied Biosystems). U6 snRNA (Applied Biosystems) was used as an internal control and the relative expression of miRNA was calculated by ΔΔCt method. Students’ t-test was used to compare miRNA expression between infected and control tissues. Differences were considered statistically different at *P* < 0.05 and analyses were performed in R using t.test function.

### Glycogen concentration measurement in ileal tissue

Glycogen concentration was measured using Glycogen Assay Kit (Cayman Chemical, Ann Arbor, MI), according to the manufacturer’s instructions. Briefly, the frozen tissues were minced into small pieces, and then homogenized to disrupt cells. Homogenate was centrifuged and 50 μl of supernatant was used for glycogen measurement. The reagents of Glycogen Assay Kit (Cayman Chemical) were able to hydrolyze glycogen and generate highly fluorescent product resorufin (Glycogen Assay Kit Manual). Fluorescence (Ex/Em = 535/587 nm) was measured with the SpectraMax M3 system (Molecular Devices, Sunnyvale, CA).

### Data submission

The raw sequencing data including putative novel miRNA information have been deposited at publicly available NCBI’s Gene Expression Omnibus Database (http://www.ncbi.nlm.nih.gov/geo/). The data are accessible through GEO Series accession number GSE74394 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74394).

## Additional Information

**How to cite this article**: Liang, G. *et al*. Altered microRNA expression and pre-mRNA splicing events reveal new mechanisms associated with early stage *Mycobacterium avium* subspecies *paratuberculosis* infection. *Sci. Rep.* **6**, 24964; doi: 10.1038/srep24964 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
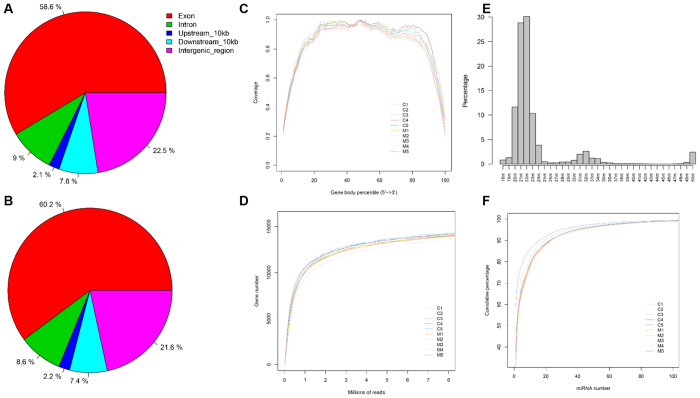
Quality control of RNA-Seq dataset. **(A)** The distribution of genomic locations of RNA-Seq reads in control compartment. **(B)** The distribution of genomic locations of RNA-Seq reads in infected compartment. **(C)** The plot of RNA-Seq coverage of gene body. **(D)** Saturation curve for gene number detection; X-axis - number of the mapped reads; Y-axis - number of the expressed genes (FPM> 1). **(E)** Length distribution of small RNA reads. **(F)** Cumulative frequency of detected miRNAs.

**Figure 2:**
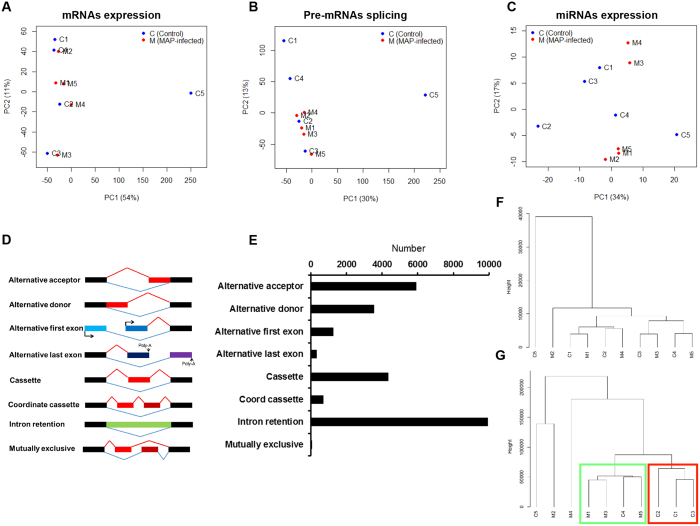
Profiling of mRNAs expression, alternative splicing events and miRNAs expression. **(A)** PCA plot of mRNAs expression. **(B)** PCA plot of alternative splicing events. **(C)** PCA plot of miRNAs expression. **(D)** Categories of alternative splicing events. **(E)** Number of different alternative splicing events. **(F)** Hierarchical cluster of mRNAs expression. **(G)** Hierarchical cluster of miRNAs expression. The red and green frames indicate two clusters based on miRNAs expression.

**Figure 3:**
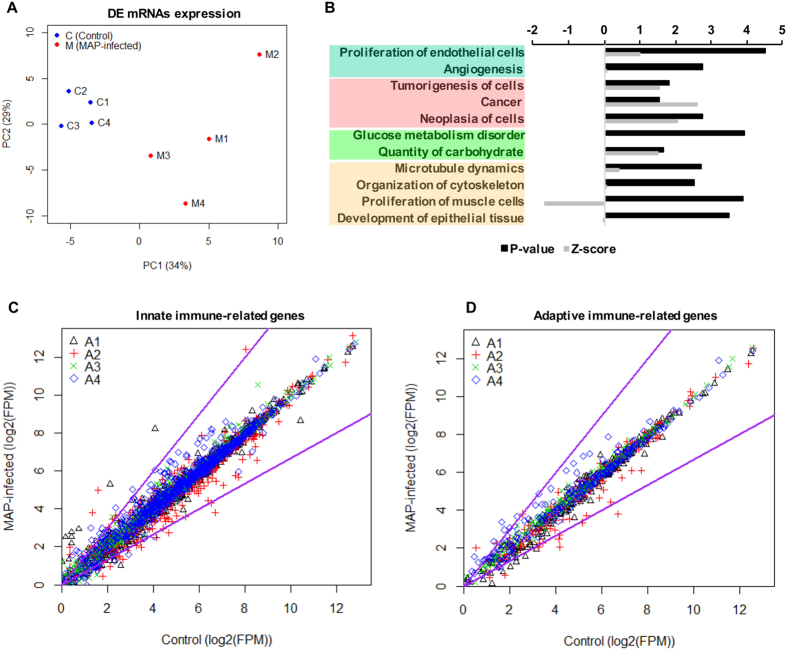
Analysis of differentially expressed mRNAs. **(A)** PCA plot of differentially expressed mRNAs. **(B)** Barplot of GO terms enrichment analysis. The X-axis represented the −log (*P* value), with longer bars indicating more relevant functions. **(C)** Fold change of innate immune-related genes when comparing control *vs*. infected tissues. Each dot denotes a single gene. The X-axis represents the log2 (FPM) value for each gene in control tissue, while Y-axis represents the log2 (FPM) value for each gene in infected tissues. Dots beyond the purple lines indicate fold change > 1.5. A1, A2, A3 and A4 represent Animal #1, Animal #2, Animal #3, Animal #4, respectively. **(D)** Fold change of adaptive immune-related genes when comparing infected *vs*. control tissues with data presented as described above. A1, A2, A3 and A4 represent Animal #1, Animal #2, Animal #3, Animal #4, respectively.

**Figure 4:**
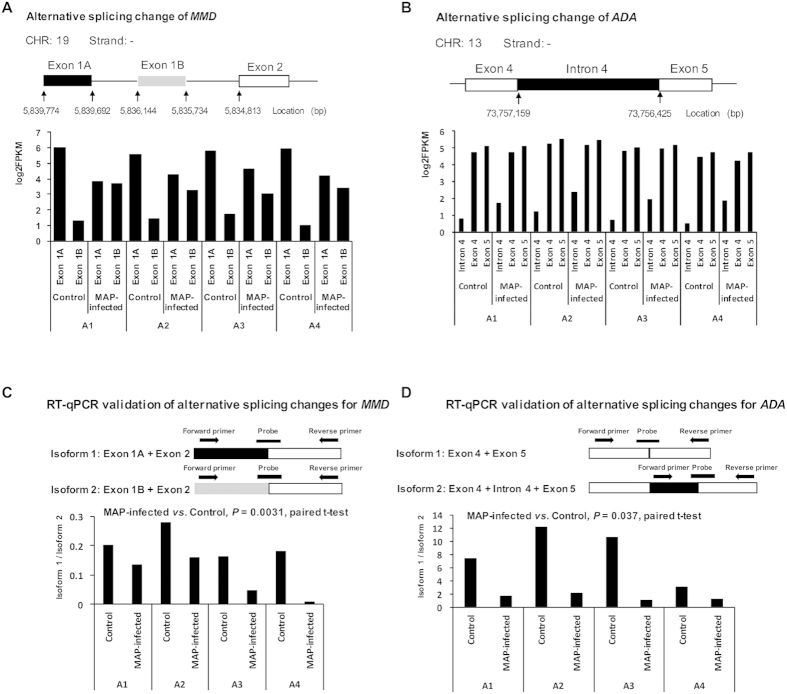
Analysis of alternative splicing events. **(A)** The alternative first exon event of *MMD*. The figure shows the genomic location of this event, and Exon 1A and Exon 1B were alternatively spliced as the first exon of *MMD* mRNA. The Y-axis represents the normalized expression level (log_2_FPKM) of Exon 1A or Exon 1B. **(B)** The intron retention event for *ADA*. The figure showed the genomic location of this event and Intron 4 was alternatively spliced. The Y-axis represented the normalized expression level (log_2_FPKM) of Exon 4, Exon 5 or Intron 4. RT-qPCR validation of alternative splicing changes for *MMD* **(C)** and *ADA* **(D)**. Primers and probes were designed based on each event. Y-axis of the bar plot represented the ratio between the expressions of two isoforms: isoform 1 / isoform 2. *significant difference at *P* < 0.05. A1, A2, A3 and A4 represent Animal #1, Animal #2, Animal #3, Animal #4, respectively.

**Figure 5:**
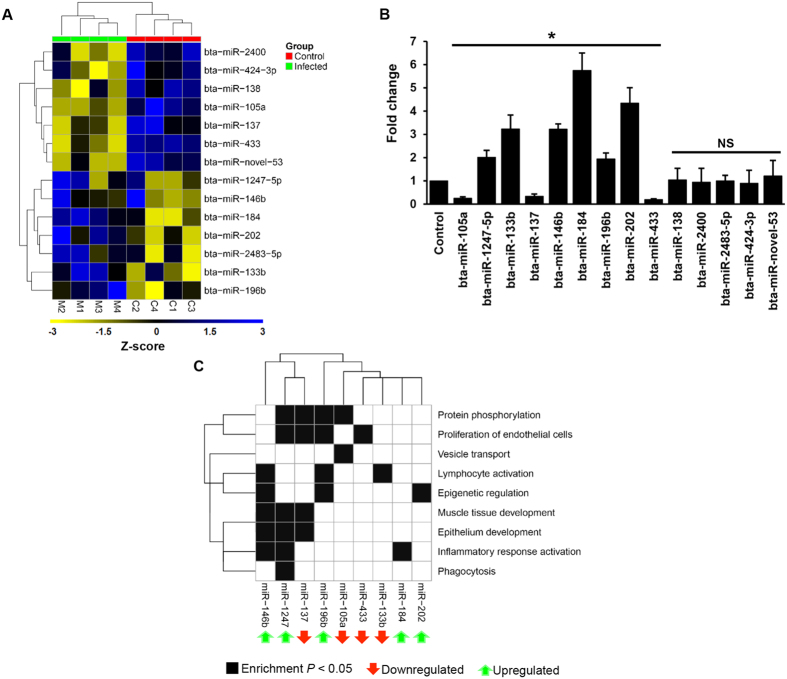
Analysis of differentially expressed miRNAs. **(A)** Heatmap of differentially expressed miRNAs based on RNA-Seq expression data. Blue indicates a higher expression level, whereas yellow represents a lower expression level. **(B)** Validation of miRNA expression using stem-loop RT-qPCR. Y-axis presents fold change of miRNA when infected tissues were compared to control tissues. *significant difference at *P* < 0.05; NS: no significant difference. Data presented as mean ± standard error of the mean (SEM). **(C)** GO term enrichment of miRNA targeted genes. Targeted genes were identified on the basis of two criteria: computational prediction and negative correlation analysis, r < −0.5, *P* < 0.05, Pearson’s correlation analysis. Black squares represent functions with significant enrichment (*P* < 0.05) that were identified by PANTHER. Red/green arrows indicate miRNAs were down-/up-regulated, respectively, in infected compartments.

**Table 1:** The differentially expressed genes between MAP-infected and control tissues detected by RNA-Seq.

Gene Symbol	Fold change	Regulation	Gene Symbol	Fold change	Regulation	Gene Symbol	Fold change	Regulation
PNMA6A	0.27	D	ACE2	1.63	U	ABCC2	1.82	U
DEFB	0.40	D	KIFC3	1.64	U	SPSB4	1.82	U
EIF1AY	0.46	D	EFNA5	1.65	U	ARHGEF4	1.87	U
RPL36A	0.48	D	FAM46B	1.66	U	SEMA6B	1.88	U
SAA3	0.52	D	RHOBTB3	1.67	U	PDK4	1.89	U
Bta-mir-425	0.55	D	MB21D2	1.67	U	ENPP3	1.90	U
CFAP46	0.55	D	COL4A1	1.68	U	PCK1	1.92	U
BEST2	0.56	D	VIP	1.70	U	G3 × 7I8	1.94	U
GPR113	0.57	D	TINAGL1	1.70	U	FRMD3	1.95	U
PTPRO	0.58	D	DNAJA4	1.70	U	CDH13	1.97	U
Bta-mir-421	0.59	D	DDAH1	1.70	U	ATP8B1	1.97	U
FCER1A	0.61	D	WFS1	1.72	U	PNCK	1.97	U
MPP3	0.62	D	KLK10	1.72	U	TMEM132C	1.99	U
MYBPH	0.65	D	IYD	1.73	U	ZCCHC12	2.01	U
MAFF	1.52	U	TRIM40	1.73	U	PABPC5	2.01	U
RND3	1.52	U	CAV2	1.73	U	TRPM6	2.02	U
ERI1	1.52	U	ME3	1.74	U	IGFBP2	2.03	U
SYT4	1.55	U	CPQ	1.74	U	HSPA6	2.03	U
PECI	1.55	U	HOXD9	1.75	U	SAMD4A	2.06	U
NOS3	1.57	U	DUSP26	1.75	U	LOC101906113	2.10	U
MLF1	1.57	U	TMEM56	1.76	U	DPF3	2.15	U
ART5	1.58	U	AGPAT9	1.76	U	LEKR1	2.64	U
COL4A2	1.58	U	E1BLE0	1.78	U	PDE7B	2.65	U
ITGA1	1.59	U	EXOC3L2	1.79	U	GRP	2.84	U
ADSSL1	1.62	U	CCDC70	1.79	U	DYTN	3.36	U
PRSS23	1.62	U	ANGPTL4	1.82	U	PAK7	4.41	U
SLC16A13	1.63	U	GJB3	1.82	U	PSAPL1	7.03	U

Notes: “D” indicates downregulated genes in MAP-infected *vs*. control tissues; “U” indicates upregulated genes in MAP-infected *vs*. control tissues; Fold changes were defined as ratios of arithmetic means of FPM when compare MAP-infected *vs*. control tissues. The significances were declared at fold change > 1.5 and *P* < 0.05 (edgeR analysis).

# Supplementary material for: Altered microRNA expression and pre-mRNA splicing events reveal new mechanisms associated with early stage Mycobacterium avium subspecies paratuberculosis infection
**Source:** Sci Rep. 2016 Apr 22;6:24964. doi: 10.1038/srep24964
**Supplement:** Supplementary Information

Supplementary Information

Altered microRNA expression and pre-mRNA splicing events reveal new mechanisms associated with early stage *Mycobacterium avium* subspecies *paratuberculosis* infection

Guanxiang Liang¹, Nilusha Malmuthuge¹, Yongjuan Guan², Yuwei Ren^{1, 3}, Philip J. Griebel^{4, 5},
Le Luo Guan^{1*}

¹Department of Agricultural, Food and Nutritional Science, University of Alberta, Edmonton, AB, Canada; ²UWA Institute of Agriculture and School of Animal Biology, University of Western Australia, Crawley, WA, Australia; ³Key Laboratory of Agricultural Animal Genetics, Breeding and Reproduction of Ministry of Education, Huazhong Agriculture University, Wuhan, Hubei, China; ⁴Vaccine and Infectious Disease Organization, University of Saskatchewan, Saskatoon, SK, Canada; ⁵School of Public Health, University of Saskatchewan, Saskatoon, SK, Canada

Supplementary Table S1:

The summary of RNA-Seq data.

	

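Supplementary Table S1 lists for each library the reads, the share mapped to the genome, the genes detected, the small RNA reads, the reads mapped to miRNAs and the miRNAs detected. From the FPM values, the number of genes above 1 FPM equalled that of the table in 10 of 10 libraries. The share of reads mapped to the genome in the table averaged 90.1% ± 0.225 (the paper's values, SD, n = 10). Small RNA reads in the table were 901881 to 3226354 per control library and 980787 to 3172164 per infected library, 17789335 in all. The number of miRNAs above 1 RPM counted from the listed values was lower than the table's in 10 of 10 libraries, by 20 to 41 miRNAs.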

ID	Reads	Map ratio to<br>genome (reads)	Gene #<br>(FPM > 1)	Small RNA<br>reads	Reads mapped to miRNA<br>database	miRNA #<br>(RPM > 1)
**Control**	C1	14840180	90.10%	14520	1830610	1442499	377
	C2	17980237	89.80%	14316	901881	712290	411
	C3	16235901	90.30%	14192	1885526	1376780	387
	C4	17904466	90.20%	14527	1628604	1280173	357
	C5	16959044	90.30%	14663	3226354	2760456	345
**Infected**	M1	18839407	90.40%	14501	1411091	1048177	363
	M2	16739948	90.00%	14372	980787	722819	405
	M3	22545529	90.00%	14304	3172164	2516249	366
	M4	16150699	89.70%	14478	1685827	1418709	345
	M5	15618095	90.00%	14493	1066491	791962	397

Supplementary Table S2:

The GO term enrichment of 3000 most highly expressed genes.

Category	Term	Count	%	PValue
GOTERM_BP_ALL	GO:0009987~cellular process	1255	43.29079	5.60E-70
GOTERM_BP_ALL	GO:0044237~cellular metabolic process	828	28.56157	9.34E-44
GOTERM_BP_ALL	GO:0044237~cellular metabolic process	828	28.56157	9.34E-44
GOTERM_BP_ALL	GO:0044238~primary metabolic process	848	29.25147	4.68E-34
GOTERM_BP_ALL	GO:0044238~primary metabolic process	848	29.25147	4.68E-34
GOTERM_BP_ALL	GO:0044260~cellular macromolecule metabolic process	609	21.00724	3.63E-30
GOTERM_BP_ALL	GO:0008152~metabolic process	951	32.80442	1.85E-27
GOTERM_BP_ALL	GO:0043170~macromolecule metabolic process	674	23.2494	5.83E-26
GOTERM_BP_ALL	GO:0010467~gene expression	313	10.79683	3.55E-25
GOTERM_BP_ALL	GO:0006412~translation	121	4.173853	5.02E-24
GOTERM_BP_ALL	GO:0044267~cellular protein metabolic process	382	13.17696	1.15E-21
GOTERM_BP_ALL	GO:0006139~nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	339	11.69369	2.09E-20
GOTERM_BP_ALL	GO:0016043~cellular component organization	279	9.624008	8.16E-19
GOTERM_BP_ALL	GO:0034641~cellular nitrogen compound metabolic process	365	12.59055	1.43E-18
GOTERM_BP_ALL	GO:0019538~protein metabolic process	446	15.38462	8.86E-18
GOTERM_BP_ALL	GO:0044249~cellular biosynthetic process	355	12.2456	2.14E-17
GOTERM_BP_ALL	GO:0006807~nitrogen compound metabolic process	370	12.76302	3.82E-17
GOTERM_BP_ALL	GO:0016071~mRNA metabolic process	71	2.44912	5.71E-16
GOTERM_BP_ALL	GO:0009058~biosynthetic process	365	12.59055	1.53E-15
GOTERM_BP_ALL	GO:0016070~RNA metabolic process	136	4.691273	6.11E-15
GOTERM_BP_ALL	GO:0006397~mRNA processing	64	2.207658	6.52E-15
GOTERM_BP_ALL	GO:0009059~macromolecule biosynthetic process	261	9.003105	7.67E-15
GOTERM_BP_ALL	GO:0034645~cellular macromolecule biosynthetic process	259	8.934115	1.07E-14
GOTERM_BP_ALL	GO:0008380~RNA splicing	50	1.724733	6.24E-13
GOTERM_BP_ALL	GO:0044248~cellular catabolic process	137	4.725768	2.23E-12
GOTERM_BP_ALL	GO:0009056~catabolic process	171	5.898586	2.89E-12
GOTERM_BP_ALL	GO:0033036~macromolecule localization	157	5.415661	5.69E-12
GOTERM_BP_ALL	GO:0046907~intracellular transport	96	3.311487	7.72E-12
GOTERM_BP_ALL	GO:0051641~cellular localization	123	4.242842	1.92E-11

Supplementary Table S3:

The alternative splicing events information.

Symbol	as_event_type	chr	strand	exclusion_junctions	inclusion_junctions	exclusion_exons	inclusion_exons	intron-exon junctions
ADA	intron_retention	chr13	-	chr13:73756425-73757159				chr13:73756424-73756425;chr13:73757159-73757160
AP3D1	intron_retention	chr7	+	chr7:22732097-22732473				chr7:22732096-22732097;chr7:22732473-22732474
ASAH1	intron_retention	chr27	+	chr27:18302473-18306297				chr27:18302472-18302473;chr27:18306297-18306298
C4BPA	alternative_acceptor	chr16	+	chr16:66041590-66043301	chr16:66041590-66043239	chr16:66043240-66043301		chr16:66043301-66043302
CHUK	alternative_acceptor	chr26	-	chr26:20968047-20970266	chr26:20969397-20970266	chr26:20968047-20969396		chr26:20968046-20968047
CIITA	intron_retention	chr25	+	chr25:9661059-9662075				chr25:9661058-9661059;chr25:9662075-9662076
CLN3	cassette	chr25	-	chr25:26305441-26306857	chr25:26305441-26305519;chr25:26305567-26306857	chr25:26305520-26305566		
FCRL1	alternative_acceptor	chr3	+	chr3:12642006-12642344;chr3:12642006-12642319	chr3:12642006-12642303	chr3:12642304-12642319;chr3:12642320-12642344		chr3:12642319-12642320;chr3:12642344-12642345
GBA	intron_retention	chr3	+	chr3:15462302-15462986				chr3:15462301-15462302;chr3:15462986-15462987
IFI30	alternative_donor	chr7	-	chr7:4983392-4984416;chr7:4983392-4986093;chr7:4983392-4983886;chr7:4983392-4984769	chr7:4983392-4983640	chr7:4983641-4983886;chr7:4983887-4984416;chr7:4984417-4984769;chr7:4984770-4986093		chr7:4983886-4983887;chr7:4984416-4984417;chr7:4984769-4984770;chr7:4986093-4986094
LY75	intron_retention	chr2	+	chr2:36608555-36609489				chr2:36608554-36608555;chr2:36609489-36609490
MMD	alternative_first_exon	chr19	-	chr19:5834814-5835370;chr19:5834814-5839687;chr19:5834814-5839691	chr19:5834814-5835733	chr19:5839692-5839782	chr19:5835734-5836144	
NFKB1	intron_retention	chr1	+	chr1:46549511-46549737				chr1:46549510-46549511;chr1:46549737-46549738
RFXANK	intron_retention	chr7	-	chr7:3987874-3988232				chr7:3987873-3987874;chr7:3988232-3988233
RIPK2	alternative_acceptor	chr14	-	chr14:76234350-76235385	chr14:76235301-76235385	chr14:76234350-76235300		chr14:76234349-76234350
VPS16	intron_retention	chr13	-	chr13:52786177-52786276				chr13:52786176-52786177;chr13:52786276-52786277

Supplementary Table S4:

Protein sequence analysis of alternative splicing events.

Protein sequence of Isoform 1 for *MMD*:

Met N H R A P A N G R Y K P T C Y E H A A N C Y T H A F L I V P A I V G S A L L H R L
S D D C W E K I T A W I Y G Met G L C A L F I V S T V F H I V A W K K S H L R T V E H
W F H Met C D R Met V I Y F F I A A S Y A P W L N L R E L G P L A S H Met R W F I W L
Met A A G G T I Y V F L Y H E K Y K V I E L F F Y L T Met G F S P A L V V T S Met N N
T D G L H E L A C G G L I Y C L G V V F F K S D G I I P F A H A I W H L F V A T A A A
V H Y Y A I W K Y L Y R S P T D F Met R H L Stop

Protein sequence of Isoform 2 for *MMD*:

G T L I Stop

Protein sequence of Isoform 1 for *ADA*:

Met A Q T P A F N K P K V E L H V H L D G A I K P E T I L Y Y G R K R G I A L P A D T P
E E L Q N I I G Met D K P L S L P E F L A K F D Y Y Met P A I A G C R E A V K R I A Y E
F V E Met K A K D G V V Y V E V R Y S P H L L A N S K V E P I P W N Q A E G D L T P
D E V V S L V N Q G L Q E G E R D F G V K V R S I L C C Met R H Q P S W S S E V V E L
C K K Y R E Q T V V A I D L A G D E T I E G S S L F P G H V Q A Y A E A V K S G V H R
T V H A G E V G S A N V V K E A V D T L K T E R L G H G Y H T L E D T T L Y N R L R
Q E N Met H F E V C P W S S Y L T G A W K P D T E H P V V R F K N D Q V N Y S L N T
D D P L I F K S T L D T D Y Q Met T K N E Met G F T E E E F K R L N I N A A K S S F L P
E D E K K E L L D L L Y K A Y G Met P S P A S A E Q C L Stop

Protein sequence of Isoform 2 for *ADA*:

Met A Q T P A F N K P K V E L H V H L D G A I K P E T I L Y Y G R K R G I A L P A D T P
E E L Q N I I G Met D K P L S L P E F L A K F D Y Y Met P A I A G C R E A V K R I A Y E
F V E Met K A K D G V V Y V E V R Y S P H L L A N S K V E P I P W N Q A E Stop

Supplementary Table S5:

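The RT-qPCR used probes for 2 isoforms of each gene in 1 reaction, and the ratio of isoform 1 to isoform 2 was computed as 2 to the power of the difference of their cycle thresholds (Ct). Isoform 1 of MMD joins exon 1A to exon 2 and isoform 2 joins exon 1B to exon 2. Isoform 2 of ADA, a gene of purine metabolism in lymphocytes and macrophages, retains an intron. From the paper's Ct values in Supplementary Table S6 (animals 1 to 4), the MMD ratio was 0.206 ± 0.0509 in control and 0.0871 ± 0.0708 in infected compartments (SD, n = 4). The ADA ratio was 8.28 ± 4.04 in control and 1.48 ± 0.485 in infected compartments. Both were lower in the infected compartment in 4 of 4 calves (two-sided exact sign-flip tests, p = 0.125 for each, the smallest p that 4 pairs allow).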

The primers of RT-qPCR validation for alternative splicing events.

MMD mRNA:

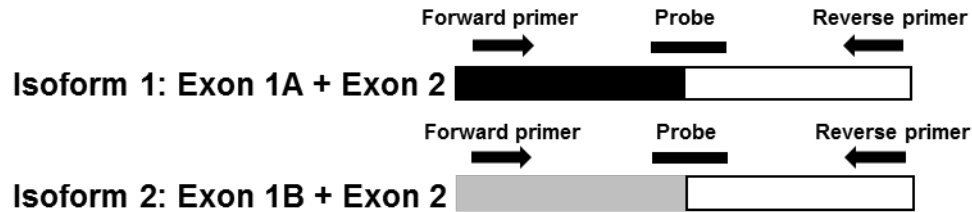

Isoform 1 of *MMD*: Forward primer: 5'-AATGGCCGCTACAAGCCAAC-3'; Reverse primer:

5'-CATCAGAGAGCCGGTGAAGG-3'; Probe: 5'-FAM-AATGGCCGGAACAATGAGGAATGC-NFQ-MGB3';

Isoform 2 of *MMD*: Forward primer: 5'-CAGTGCTGATCCTATCTGGAAGA-3'; Reverse

primer: 5'-CATCAGAGAGCCGGTGAAGG-3'; Probe: 5'-VIC-AGTTTGCATTCTTTCCTCATTGTTCCGG-NFQ-MGB3';

ADA mRNA:

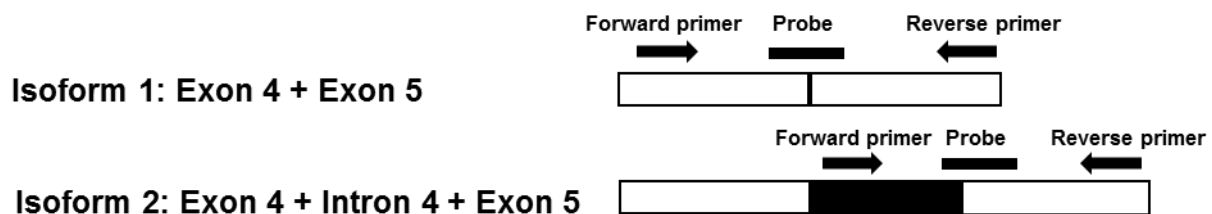

Isoform 1 of *ADA*: Forward primer: 5'-TGTGGAGATGAAGGCCAAGG-3'; Reverse primer: 5'-

CCAGTGACACCACCTCATCC-3'; Probe: 5'-FAM-AGCCGATCCCCTGGAACCAGGCTGAAGGGG-NFQ-MGB3';

Isoform 2 of *ADA*: Forward primer: 5'-CTCCTTCCTCTCTCTCCTACC-3'; Reverse primer: 5'-GATGAGGTGGTGTCACTGG; Probe: 5'VIC-TTCCCCACACACAGAGGGGACCTCACCCCG-NFQ-MGB3'.

Supplementary Table S6:

The cycle threshold (Ct) values for differnt isoforms in each sample

	MMD		ADA	
	Isoform 1	Isoform 2	Isoform 1	Isoform 2
**C1**	28.29	25.97	25.55	28.43
**M1**	29.3	26.39	27.29	28.01
**C2**	28.81	26.97	25.32	28.92
**M2**	28.83	26.18	25.84	26.90
**C3**	29.88	27.27	24.51	27.92
**M3**	29.75	25.34	25.70	25.75
**C4**	33.86	31.4	26.28	27.87
**M4**	32.81	26.02	26.00	26.19

How the deposited data were processed for this re-analysis (not part of the article)

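The ileum of 5 male Holstein calves was profiled at 1 month after infection, at 40 to 44 days of age. Each calf gave 1 MAP-infected compartment, always the distal one, and 1 control compartment with PBS, always the proximal one. There were 10 mRNA and 10 small RNA libraries, and none of another series was used. Libraries with the same number were taken to come from the same calf. The sample labels do not state this. It was inferred from the paired library numbers in Supplementary Table S6, from Fig. 3C and Fig. 3D, and from the paper's text on animal 5. In a check of this pairing in animals 1 to 4, the correlation of a calf's compartments, after removing the compartment means, was 0.28, 0.07, 0.65 and -0.06 for mRNA and -0.13, 0.35, 0.16 and -0.09 for miRNA, and the own calf gave the highest correlation in 2 of 4 calves for mRNA and in 1 of 4 for miRNA. A random match of the calves gives 1 of 4, so the miRNA values lend the pairing no support. The nearest miRNA library came from the same calf in 0 of 10 cases, where chance gives 1.11. The within-calf miRNA results therefore rest on the inferred pairing. No 2 libraries of the same compartment were duplicates (smallest chi-square per degree of freedom 13.7 for mRNA and 56.8 for miRNA).

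The mRNA values are FPM, a form of CPM, made by the authors from paired-end reads with CASAVA 1.8, TopHat (2.0.10 in the submitters' processing notes) on UMD3.1 with default parameters and HTSeq, with the fragments of each gene divided by the library total. The annotation release was not stated. The miRNA values are RPM, made by the authors from single reads by removing the adapter and reads matching Rfam, counting on miRBase with miRDeep2 and dividing by the miRNA reads of the library. Both units were checked on the values. Dividing each FPM column by its smallest value above 0 gave whole fragments (tolerance 0.01), with 8923732 to 14206105 per library. Multiplying RPM by the miRNA reads of Supplementary Table S1, 712290 to 2760456 per library, gave estimated reads, of which 83.3% of those above 0 were whole. At this depth 1 read is 0.0704 to 0.112 FPM and 0.362 RPM or more, which sets the precision of low values.

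The analysis used R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. Since the deposited values were scaled, the main test was limma (lmFit, eBayes with trend) on log2(value / TMM factor + 1), in place of the edgeR quasi-likelihood test on counts that the design had named, which was then run as an alternative on recovered or estimated reads. Genes and miRNAs had to exceed 1 FPM or RPM in at least 4 of 8 libraries. Animals 1 to 4 entered the main comparisons, as in the paper, and all 5 entered alternatives. The mRNA model held the compartment only, and the miRNA model held compartment and calf. Results were counted at a Benjamini-Hochberg adjusted p under 0.05, and at the study's thresholds of unadjusted p under 0.05 and fold change over 1.5. Groups of miRNAs were tested with camera (preset correlation 0.01, and an estimated correlation beside it) and with fry. They comprised muscle, immune-cell, endothelial, intestinal epithelial and neuron-enriched miRNAs, those encoded in HOX clusters, the imprinted DLK1-DIO3 cluster, the let-7 family, miR-17 to 92 and paralogs, erythroid miRNAs, and those the paper calls lower or higher. The adjustment ran over all of them, the paper's lists included, which lowers the adjusted p of the other groups.

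Other values were numbers of genes and miRNAs above 1 FPM or RPM, PCA and complete-linkage clustering on log2(value + 1), exact permutation tests of compartments and exact sign-flip tests of the paper's Ct values. Recovered fragments were thinned to fixed depths. These depths were changed from whole numbers after ties at the 1 FPM limit had been seen. The measures of how far a library stood apart and of which side of the tree it lay on were also defined after the values had been seen. The neighbours of miRNA genes came from ARS-UCD2.0.

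The groups, the tests, the alternatives and the rule for naming genes were set before the data were examined, with these exceptions. limma took the place of the edgeR quasi-likelihood test as the main test after the units of the values had been seen. Chosen after the values had been seen were the quasi-likelihood test with the calf for mRNAs, the edgeR likelihood ratio test without the calf, the pseudocounts of 0.1, 0.5 and 5, and for miRNAs the omission of single libraries. The alternatives covered the calf as a block, all 5 animals, scaling, filter, tool, definition of fold change, detection minimum and denominator, and leaving out calves or libraries. Named were the miRNAs the paper names, the 10 of smallest p and the 10 most abundant, any at an adjusted p under 0.05, up to 4 members of a described group, and mRNAs at the study's thresholds with 1 direction in 4 of 4 calves, limited here to 2 IDs. Values in the paper's tables and text had been seen when that rule was written. The tests were tried on simulated data with known changes. With nothing changed, limma called 0 genes at an adjusted p under 0.05 and 250 of 14525 at the study's thresholds, and 0 and 20 of 344 miRNAs. With changes, it made 10 false calls among mRNAs and 3 among miRNAs at an adjusted p under 0.05. camera called the changed group of 12 and called 0 groups with nothing changed. The simulated miRNAs were drawn independently of each other. In the real data the estimated correlation within groups ran from -0.08 to 0.99, with 0.87 for the HOX group. The simulation therefore cannot show how often camera with a preset correlation calls falsely in the real data. Other splits of the real libraries that part each calf's pair gave 2 to 6 groups past camera with that preset correlation.

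Ensembl IDs could not be paired with symbols, so the paper's gene table, mRNA groups, TLR molecules and miRNA and mRNA pairs were left out. Splicing and the putative new miRNAs were not analysed here.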

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

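The tests of abundant genes in the outlying mRNA library and of other splits at the study's thresholds for miRNAs were chosen before their results were seen. The other tests in this part were chosen after the pattern had been seen.

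miR-196b was nearly absent from both small RNA libraries of animal 5, with gaps to the nearest calf of 0.879907 (control) and 0.852461 (infected) of the range of 5 libraries. Too few reads are argued against, since the lowest RPM of animals 1 to 4 (149) would give 117.85 reads in the shallower library, where 5 were seen (upper 95% limit 11.7), and so is assignment of its reads to miR-196a, since the higher summed RPM of both was 132.582 against 326 to 773 elsewhere. A variant of miR-196b in animal 5 stays open, although 5 of 6 values of miR-10a, miR-10b and miR-196a in animal 5 were also below those of the other calves in their compartment, since sequence reads were not used here. Tissue from another position along the intestine remains a candidate explanation, since the mean log2 difference of miR-10a, miR-10b and miR-196a (-1.92) stood at percentile 0.01 of 10000 abundance-matched random groups, drawn without miR-196b after a first draw with it had given 3.22. The infected library alone, with -0.82, also stood at percentile 0.01. In the control library miR-196a was at -6.74 and miR-10a and miR-10b at -1.22 and -1.09, so miR-196a weighed most in the mean of -1.92. The mRNA library of the infected compartment was not apart (mean correlation 0.962), which this test did not weigh.

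The control mRNA library of animal 5 stood apart, its mean correlation with the others lying 0.975041 of the range of 5 control libraries from the nearest. Lower depth is argued against, since 5 of the other 9 libraries had fewer fragments, and so are a few abundant genes, since the correlation without the 500 genes of highest FPM was 0.780 against at least 0.946 for the others. Less immune tissue in the sampled piece remains a candidate explanation, since the immune-cell miRNAs of its small RNA library, with a mean log2 difference of -1.33, stood at percentile 0.09 of 10000 random groups drawn without miR-196b, against 0.44 with it. The miR-17 to 92 group stood at 0.03, intestinal epithelial miRNAs at 99.07 and muscle miRNAs at 100. The infected library of the same calf was not apart (mean correlation 0.962, and -5.78 on PC1 against 155), which argues against a difference shared by both compartments of the calf.

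Of the 14 miRNAs at the study's thresholds, counting noise of a few reads cannot be told apart from a difference on the reads alone for 8, since 6 kept an adjusted p under 0.05 in an exact binomial test of pooled reads (miR-105a, miR-138, miR-146b, miR-184, miR-196b and miR-202), a test that 76 of 345 miRNAs (22.0%) passed. Of these 8, the paper reports the same pattern by stem-loop RT-qPCR, which does not count reads, for miR-137 and miR-433. The others are not among those it lists. The position of the compartments along the ileum cannot be told apart from infection by design, and the miRNAs encoded in HOX clusters had a mean log2 difference of 0.44 towards the distal compartment. The splits of the 8 libraries that part each pair number 8, the real one included, too few for a share under 0.05, and 3 of them gave as many miRNAs (real 14, highest other 32).

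Other values far from their group were miR-10b in the control library of animal 5 (gap 0.738816 of the range, 37285 RPM) and miR-664b in the control library of animal 4, the highest (gap 0.790834). In all 84 groups were examined and 5 had a far library, where chance gives 4.2. Among miRNAs that the paper does not discuss, miR-664b and miR-760-3p passed the study's thresholds with log2 differences of 0.804633 (standard error 0.33) and 0.866088 (standard error 0.37), each higher in 4 of 4 calves, and miR-592 with -0.81 (standard error 0.34), lower in 4 of 4. Their adjusted p in limma was 0.966. None of them passed these thresholds in edgeR's likelihood ratio or quasi-likelihood test, in DESeq2, or in limma over all 5 calves, where the log2 differences were 0.54, 0.74 and -0.41.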

How the results depend on the processing

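The main limma test took the place of the edgeR quasi-likelihood test named in the design after the units had been seen, and the latter became an alternative. Of the others, the quasi-likelihood test with the calf for mRNAs, the likelihood ratio test without the calf, the pseudocounts and, for miRNAs, single left-out libraries were chosen after the values had been seen. No mRNA passed an adjusted p of 0.05 under the main limma model (109 at unadjusted p under 0.05) or 28 alternatives, edgeR and DESeq2 included. The 6 mRNAs at the study's thresholds became 15 with the calf as a block, 41 with DESeq2, 74 with edgeR's exact test, 65 with its likelihood ratio test and the calf and 84 without it, 37 with its quasi-likelihood test and 49 with the calf. They became 20, 13 and 3 with pseudocounts 0.1, 0.5 and 5, and 21 with the ratio of arithmetic means. The calf as a block brought no mRNA past an adjusted p of 0.05, and over all 5 calves it turned 2 higher and 2 lower into 1 and 3. Leaving out calves or libraries gave 16 to 243: without calf 1, 2, 3 or 4, 28, 243, 24 and 43, without 1 control library 19, 48, 16 and 24, and without 1 infected library 25, 104, 23 and 40. Scaling and filters gave 6 to 8. The 14 miRNAs at these thresholds became 25 with RPM alone (4 higher, 21 lower), 3 with edgeR's filter, 4 with DESeq2, 10 without the calf as a block, 8 with the exact test, which also lacks it, 8 with the quasi-likelihood test and 4 with pseudocount 5. Leaving out calves or libraries gave 8 to 19, with 8 without calf 2, 9 without its control and 8 without its infected library. At an adjusted p under 0.05 leave-outs gave 0 to 2, the 2 without calf 1 or without either of its libraries, and other alternatives 0 (smallest adjusted p over alternatives 0.00526 to 0.996). Groups of miRNAs past camera numbered 3, 2 of them the lists of the paper itself, and 3 to 7 without 1 calf (7 without calf 1 and 7 without calf 4). The intestinal epithelial group passed downward without calf 4 (adjusted p = 0.00357) and upward without calf 1 (0.00766), over leave-outs 0.0036 to 0.996. The imprinted group passed downward without calf 1 (0.00176) and upward without calf 4 (3.4e-06), over leave-outs to 0.859, and the erythroid group likewise (0.00176 and 0.0156), over leave-outs to 0.592. With an estimated correlation none of these passed (0.485 to 0.742). The HOX group did not pass without calf 4 (0.0913). fry gave the HOX group an adjusted p of 0.658 and the neuron group, in either direction, 0.0196. The neuron group includes miR-105a, miR-137, miR-138 and miR-184, called by the paper on these same samples, so its value is not independent evidence. Of the values of 23 miRNAs under alternatives (those the paper calls, those of smallest p, miR-10a, miR-10b, miR-196a and miR-146a), 410 kept their side of the study's thresholds, 14 passed newly, 137 no longer passed and 0 turned while called. Of 12 abundant or group miRNAs not at these thresholds in the main model, 9 changed sign under some alternative, 7 of them with RPM alone (miR-192 from 0.16 to -0.09), and miR-143 over all 5 calves (0.29 to -0.01). For the 2 named mRNAs, 50 values kept their side and 6 no longer passed. Detected genes (control and infected) were 17626.2 and 17706.6 at 1 fragment or more, 11891.8 and 11899.4 over 5 FPM, and 13911.2 and 13898.2 with the mapped reads of Supplementary Table S1 as denominator. Detected miRNAs were 391.4 and 383.4 at 1 read or more and 263.4 and 261 over 5 RPM. Genes in all 10 libraries (13059) ran from 10372 to 15616 over the alternatives and miRNAs (269) from 220 to 287. Divided into 2 groups, the miRNA tree had 6 libraries on their compartment's side and 5 with untransformed RPM, where the infected library of animal 2 joined the outlying one. Any cut that sets 1 library apart gives 6, and 5 is the lowest value possible, so neither count bears on a separation of the compartments. The outlying mRNA library stayed apart, the share of the 20 most abundant miRNAs stayed within its SD, and the isoform ratios stayed lower in infected tissue, under their alternatives. Apart from the filter, which tests fewer miRNAs, the cause of these moves was not tested. Depth limits the miRNAs under 10 RPM. Not run were the mRNA groups, TLR molecules, the fold changes of the paper's Table 1 and the miRNA and mRNA correlations.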

Differences from the paper's values

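The paper reports 81 differentially expressed mRNAs, 67 upregulated and 14 downregulated, and at the same limits of p and fold change limma gave 6, 6 and 0 with fold changes on the log2(FPM + 1) scale. With the ratio of arithmetic means of FPM, the definition in the notes to the paper's Table 1 and an alternative set before the data were examined, it gave 21, 16 and 5, which still differs. Of the alternatives set before the data were examined, 3 came within 1.5 times of the paper's total, edgeR's exact test (74, 71 higher and 3 lower), its likelihood ratio test with the calf as a block (65, 47 higher and 18 lower) and limma without the infected library of animal 2 (104, 100 higher). The downregulated count was met by that likelihood ratio test and by limma without calf 3 (11 lower), and the other alternatives differed. The likelihood ratio test without the calf, chosen after seeing the values, gave 84 (79 higher and 5 lower), and how many of the paper's genes these hold is not known, since symbols could not be paired with IDs.

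The paper's fold change of miR-146b is 3.22, and limma gave 1.56. It differed under each of 13 alternatives set before the data were examined, which gave 1.32 to 1.75. The bar for its RT-qPCR in Fig. 5B is at about 3.2, read by eye.

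The paper's text gives an MMD isoform ratio of 0.21 ± 0.05 in infected and 0.10 ± 0.05 in control tissue, and its Ct values give 0.0871 ± 0.0708 (SD) in infected and 0.206 ± 0.0509 in control tissue. For ADA the paper's text gives 8.26 ± 4.02 in infected and 1.48 ± 0.48 in control tissue, and its Ct values give 1.48 ± 0.485 in infected and 8.28 ± 4.04 in control tissue. Both differed under each alternative, the log2 scale and each calf left out, and with the groups exchanged the values are close. In Fig. 4C and Fig. 4D, as in the Ct values, the control bar is the higher one.

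The paper's text gives 300676396 mRNA reads, and the reads in Supplementary Table S1 sum to 173813506, a value for which no alternative was set.

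For miRNAs, miR-133b and miR-1247-5p, which the paper calls, did not pass the study's thresholds in limma and passed with edgeR's likelihood ratio test and the calf as a block. The paper's scheme in Fig. 5C marks miR-133b as lower in infected tissue, against its own text and a log2 difference of 0.85 here. The paper describes a separation of the compartments in the miRNA tree of Fig. 2G, where dividing the tree here gave the control library of animal 5 alone and 9 libraries together, while the nearest library was of the same compartment in 8 of 10 cases. miR-143, the paper's highest miRNA, was the highest in 9 of 10 libraries.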

Other observations

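The other splits at the study's thresholds for mRNAs and for groups of miRNAs were chosen before their results were seen, and those at an adjusted p under 0.05 after. Some abundant miRNAs that the paper does not discuss went in 1 direction in 4 of 4 calves, and none passed an adjusted p of 0.05 in limma. miR-24-3p, encoded beside miR-23a and miR-27a, was at 389 ± 48.7 RPM in control and 458 ± 78.9 RPM in infected compartments (SD, n = 4), a log2 difference of 0.47 (standard error 0.13, adjusted p = 0.478), which fell to 0.22 with RPM alone and to 0.24 over all 5 calves. miR-497, a relative of miR-195 that restrains the cell cycle, was at 429 ± 85.1 and 269 ± 49.4 RPM, a log2 difference of -0.42 (standard error 0.15, adjusted p = 0.743), and -0.67 with RPM alone. miR-210, which is induced by hypoxia, was at 102 ± 30.2 and 61.3 ± 16.4 RPM, a log2 difference of -0.47 (standard error 0.19, adjusted p = 0.966), against -0.71 with RPM alone and -0.25 over all 5 calves.

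In the control compartment of animal 5, miR-31, a miRNA of injured and renewing intestinal epithelium, stood at 143 RPM against 23.4 to 50.5 RPM in the other control compartments. miR-146a stood at 242 RPM there, against 1238 to 2804 RPM.

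For mRNAs chance is not excluded. At the study's thresholds the real split gave 6 genes, fewer than each of the other splits of the 8 libraries, so all 35 of 35 splits gave as many, and the highest other gave 956. At an adjusted p under 0.05 the real split gave 0 in limma and the highest other 60. Since any split gives at least 0, the 35 of 35 that did so says nothing about chance. The 956 came from setting both compartments of animal 1, the control of animal 4 and the infected compartment of animal 2 against the rest. It is the highest over all splits, whereas a single simulation with nothing changed gave 250 at these thresholds. The simulated libraries did not behave like the real ones, so these values cannot be set against each other. Whether the samples hold a structure other than the compartments was not tested. Splits that part each calf's pair, other than the real one, gave 9 to 455 genes, and with the calf as a block up to 566 against 15 for the real one. For miRNAs the 8 splits that part each pair are too few for a share under 0.05. At an adjusted p under 0.05 the real split gave 0 and the highest other 0, so that all 8 of 8 gave as many is given by the counts of 0. For groups past camera 7 of 8 did (real 3, highest other 6), although 2 of the 3 are the lists of the paper itself, chosen on the real split. Even with lists that favour it, the real split did not stand above the others in this count.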
